# A Porcine Model of Heart Failure With Preserved Ejection Fraction Induced by Chronic Pressure Overload Characterized by Cardiac Fibrosis and Remodeling

**DOI:** 10.3389/fcvm.2021.677727

**Published:** 2021-06-02

**Authors:** Weijiang Tan, Xiang Li, Shuang Zheng, Xiaohui Li, Xiaoshen Zhang, W. Glen Pyle, Honghua Chen, Jian Wu, Huan Sun, Yunzeng Zou, Peter H. Backx, Feng Hua Yang

**Keywords:** porcine model, pressure overload, heart failure with preserved ejection fraction, fibrosis, signal transduction, cardiac remodeling

## Abstract

Heart failure is induced by multiple pathological mechanisms, and current therapies are ineffective against heart failure with preserved ejection fraction (HFpEF). As there are limited animal models of HFpEF, its underlying mechanisms have not yet been elucidated. Here, we employed the descending aortic constriction (DAC) technique to induce chronic pressure overload in the left ventricles of Tibetan minipigs for 12 weeks. Cardiac function, pathological and cellular changes, fibrotic signaling activation, and gene expression profiles were explored. The left ventricles developed concentric hypertrophy from weeks 4 to 6 and transition to dilation starting in week 10. Notably, the left ventricular ejection fraction was maintained at >50% in the DAC group during the 12-week period. Pathological examination, biochemical analyses, and gene profile analysis revealed evidence of inflammation, fibrosis, cell death, and myofilament dephosphorylation in the myocardium of HFpEF model animals, together with gene expression shifts promoting cardiac remodeling and downregulating metabolic pathways. Furthermore, we noted the activation of several signaling proteins that impact cardiac fibrosis and remodeling, including transforming growth factor-β/SMAD family members 2/3, type I/III/V collagens, phosphatidylinositol 3-kinase, extracellular signal-regulated kinase, matrix metalloproteinases 2 and 9, tissue inhibitor of metalloproteinases 1 and 2, interleukins 6 and 1β, and inhibitor of κBα/nuclear factor-κB. Our findings demonstrate that this chronic pressure overload-induced porcine HFpEF model is a powerful tool to elucidate the mechanisms of this disease and translate preclinical findings.

## Introduction

Although survival and hospitalization rates for patients with heart failure (HF) have greatly improved over the past three decades, HF remains one of the leading causes of death worldwide. European data reported that the 12-month all-cause mortality rate for hospitalized patients with HF is approximately 24% (1). In the USA, an estimated 6.2 million adults 20 years of age or older had HF between 2013 and 2016 (2). In China, among the 290 million patients with cardiovascular disease, approximately 2.5 million suffer from HF (3). The European Society of Cardiology (ESC) guidelines on the diagnosis and treatment of acute and chronic HF classify the disease as either heart failure with reduced ejection fraction [HFrEF, with a left ventricular ejection fraction (LVEF) ≤40%], mid-range EF (HFmrEF, LVEF 40–49%), or preserved EF (HFpEF, LVEF ≥50%) (4). The USA and Japan have adopted similar guidelines (5, 6). Based on studies of multiple diverse community-based cohorts in the USA, HFpEF accounts for 51–63% of HF cases (7); however, the prevalence is lower in Asian countries, at ~30% (8). Clinically, the criteria for HFpEF diagnosis in the 2016 ESC guidelines include symptoms and signs, LVEF ≥50%, elevated natriuretic peptides [brain natriuretic peptide (BNP) and N terminal proBNP], and relevant structural heart disease and/or diastolic dysfunction (4). Additionally, patients with HFpEF display cardiac vasculature abnormalities, inflammation, fibrosis, ischemia, metabolic disorder, myocyte hypertrophy, and detrimental cellular signal transduction (7, 9, 10). However, because of limitations in available animal models, these mechanisms remain hypothetical.

To explore safe and more effective strategies to treat and manage HF, numerous approaches have been used to generate animal models that mimic its phenotypes (11, 12). Aortic constriction-induced HF in rodents has been one of the most widely used models since its development in the early 1990s (13–15). Aortic constriction mimics high blood pressure, inducing chronic pressure overload in the left ventricles and ventricular hypertrophy or dilation (13, 16). Experimental pressure overload can induce all three types of HF. Recently, researchers successfully developed a HFpEF model by controlling the degree of vessel narrowing or blood flow. By using a constriction ring of a specific size (inner diameter: 0.71 mm), they could induce cardiac hypertrophy with preserved EF (>50%) in mice for 8–20 weeks (17). In pigs, an HF model with cardiac hypertrophy and preserved EF can be generated by placing an inflatable cuff at the aortic root to increase left ventricle pressure (18). However, compared with mice, the phenotypes and mechanisms of pig HFpEF models remain relatively unreported.

In this study, we employed the aortic constriction technique to induce chronic pressure overload in porcine ventricles. The pigs developed left ventricular concentric hypertrophy, followed by left ventricle dilation with a preserved ejection fraction. Cardiac remodeling, histology, gene expression profiles, and fibrotic signaling were explored. This is the first study to use descending aortic constriction (DAC) to model HFpEF, providing a powerful tool to study this condition.

## Methods

### Ethical Statement and Animals

All animal experiments were performed in accordance with the Guide for the Care and Use of Laboratory Animals (8th Ed., 2011, The National Academies, USA). The protocol was approved by the Institutional Animal Care and Use Committee of the Guangdong Laboratory Animals Monitoring Institute (approval no. IACUC2017009). Ten Tibetan minipigs (male, 25–30 kg) were purchased from a licensed laboratory animal facility [license no. SCXK (YUE) 2015-0036, China]. Minipigs were randomly assigned to two groups (*n* = 5 each). One group underwent sham surgery; the second underwent DAC surgery. During the experimental period, the animals were housed in an AAALAC-accredited facility at the Guangdong Laboratory Animals Monitoring Institute [license no. SYXK (YUE) 2016-0122, China]. At this facility, the ambient temperature and humidity were 20–26°C and 40–70%, respectively, and the light cycle was 12 h day/12 h night.

Before (week 0) and after surgery (weeks 2, 4, 6, 8, 10, and 12), echocardiography was performed to evaluate cardiac morphology and function. Twelve weeks after surgery, animals were euthanized, and cardiac tissues were collected for histopathological and expression analyses.

### DAC Model

#### Surgical Procedure

The descending aorta segment was selected as the constriction site. All surgical instruments were autoclaved, and aseptic techniques were applied during the surgical procedure. The operating room was located in the AAALAC-accredited facility of the Guangdong Laboratory Animals Monitoring Institute. The minipigs were fasted overnight before surgery. Ketamine hydrochloride (6 mg/kg) and midazolam (0.5 mg/kg) were used for basal anesthesia, propofol (5 mg/kg) was used for induction anesthesia, and volatile anesthetic with isoflurane (1.5–2.5%) was used to maintain general anesthesia. The animals were placed in the right lateral position and connected to a veterinary monitor (iPM12Vet; Mindray, China). After pre-operative skin preparation, a ~15 cm-long incision was made on the thoracic skin. Electrosurgical and blunt dissection techniques were used in combination to separate the muscle layers, and the constriction site (the descending segment of the aorta, located under the fourth to fifth intercostal space) was exposed.

#### Pressure Determination at the Constriction Site

After determining the constriction site, two pressure sensors were placed on the segment proximal to the heart (S1) and after the constriction site (on the segment distal to the heart, S2; Figure 1). The pressures at S1 and S2 were equal and designated P0. At the constriction site, three layers of sterile gauze were wrapped around the aorta, and surgical sutures (size 7–0) were placed. Pressure was monitored as the sutures were gradually tightened. When the pressure at S1 (PS1) reached 120% of that at S2 (PS2), this condition was stabilized for 30 s, and the sutures were secured with surgical knots. After inserting an indwelling chest tube, the muscles and skin were closed layer by layer. Penicillin was applied to the operation site post-surgery and daily for 1 week afterwards (20,000 U/kg). Animals in the sham group also underwent thoracotomy, but no aortic constriction was performed.

**Figure 1:**
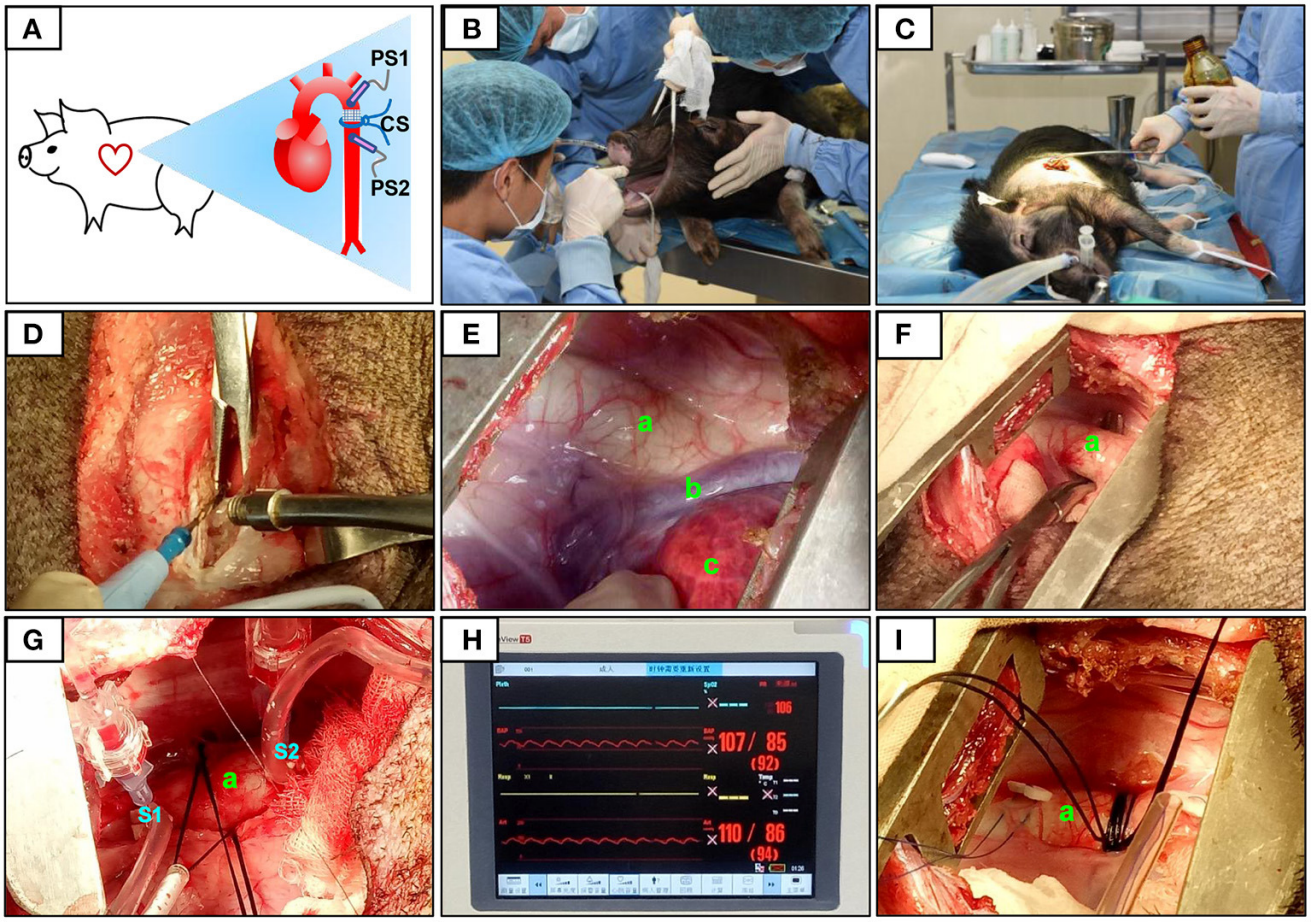
Surgical procedure and pressure determination at the constriction site. The constriction site (CS) was at the descending aorta segment **(A)**. During the surgery, volatile anesthetic with isoflurane was used for the maintenance of general anesthesia **(B)**. After pre-operative skin preparation **(C)**, an incision was made and a combination of electrosurgical and blunt dissection techniques was used to separate muscle layers **(D)**. The descending segment of the aorta located under the fourth to fifth intercostal space was exposed **(E,F)**. After determining the constriction site, two pressure sensors were placed on the segment proximal to the heart (S1) and after (on the segment distal to the heart, S2) the constriction site **(G)**. The pressures at S1 and S2 were displayed over the ECG monitor **(H)**. When the pressure at S1 (PS1) reached 120% of that at S2 (PS2), the sutures were then secured with surgical knots **(I)**. The aorta (a), accessory hemiazygos vein (b), and lung (c) were shown in **(E–G,I)**.

### Echocardiography

An ultrasound diagnostic imaging system equipped with a Cardiac PA122 phased array transducer (3–8 MHz, MyLab30; Esatoe, Italy) was used to evaluate cardiac morphology and function at weeks 0, 2, 4, 6, 8, 10, and 12. Following anesthesia with ketamine hydrochloride (50 mg/kg), a transducer was placed in the left or right intercostal area to obtain both B-mode and M-mode images of the left ventricular long axis, and internal aortic dimensions. The measured indices of the M-mode images included the left ventricular dimensions at the end of systole and diastole (LVIDs and LVIDd, respectively), the ventricular septum thickness at the end of systole and diastole (VSTs and VSTd, respectively), the posterior wall thickness at the end of systole and diastole (PWTs and PWTd, respectively), and the aortic root diameter at the end of systole and diastole (ARDs and ARDd, respectively). The left ventricular EF and fraction shortening (FS) were analyzed using software provided by Esaote Inc.

### Serum Biochemistry

After overnight fasting, blood samples (5 mL) were collected from the minipigs and allowed to clot for 60 min at room temperature. Serum was separated by centrifugation at 2,150 × *g* at 4°C for 30 min. For serum biochemistry tests, an automatic biochemistry analyzer (LX20; Beckman, USA) and corresponding reagents were used. Laboratory parameters measured included creatine kinase (CK), lactate dehydrogenase (LDH), and creatinine.

### Hematoxylin and Eosin (HE) and Sirius Red Staining

HE staining was used to examine tissue damage to the main organs, and Sirius red staining was used to determine cardiac fibrosis. Animals were euthanized with ketamine hydrochloride at the end of the experimental period. Heart tissues (left ventricle, right ventricle, left atrium, right atrium, and interventricular septum), aortic vessels, and the lungs, liver, and kidneys were collected. Tissue blocks were fixed overnight in 4% paraformaldehyde. The tissues were embedded in paraffin and sectioned to 3 μm, then sequentially treated with xylene, absolute ethanol, 95% absolute ethanol, 80% absolute ethanol, 70% absolute ethanol, and pure water for dewaxing. For HE staining, the sections were incubated in hematoxylin solution (cat. no. H3136; Sigma-Aldrich, USA) for 10 min and then with alcohol-soluble eosin (cat. no. E4009; Sigma-Aldrich, USA) for 25 s. For Sirius red staining to detect the myocardial collagen content, left ventricle sections were incubated in Sirius red solution for 1 h and then washed with acidified water. Following dehydration and mounting, the tissue sections were observed under a microscope (DM2500; Leica, Germany).

### Enzyme-Linked Immunosorbent Assay (ELISA)

A commercial ELISA kit (Cusabio Biotech Co., China) was used to determine serum concentrations of cardiac troponin I (cTnI) at week 12. Blood samples from the minipigs were centrifuged at 2,500 × *g* at 4°C for 30 min, and the supernatants were collected. The ELISA was performed according to the manufacturer's instructions. Optical density was measured at 450 nm using a microplate reader (Multiskan FC; Thermo Fisher Scientific, USA).

### RNA Sequencing, Raw Data Processing, and Gene Set Enrichment Analysis (GSEA)

RNA sequencing was used to profile gene expression following DAC treatment as previously described (19). Briefly, total RNA was extracted using TRIzol reagent (cat. no.15596026; Invitrogen, USA). RNA concentrations were determined using an Invitrogen Qubit RNA Assay Kit on a Qubit 2.0 Fluorometer (cat. no. Q10210; Thermo Fisher Scientific, USA), and RNA integrity was tested using an RNA Nano 6000 Assay Kit (cat. no. 5067-1511; Agilent, USA) with the Bioanalyzer 2100 system (Agilent Technologies, USA). For RNA library generation, 3 μg of RNA per sample was used as input material After the addition of index codes and sample cluster generation, the libraries were sequenced on an Illumina HiSeq platform, and 125-bp/150-bp paired-end reads were generated. Gene reads from the sham and DAC groups were compared, and fold changes in expressed genes were log2-transformed. Differentially expressed genes (DEGs) were identified by *P*-values < 0.05. Furthermore, DEGs with log2 (fold change) values >0 and <0 were considered upregulated and downregulated, respectively. Gene expression profiles are presented using volcano plots. Up- and downregulated DEGs were inputted into the web-accessible gene annotation and analysis tool Metascape (https://metascape.org) to analyze enrichment in biological processes, and Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 (https://david.ncifcrf.gov) to analyze Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in chronic pressure-overloaded hearts. Raw RNA-seq data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE167643.

### Terminal Deoxynucleotidyl Transferase (TdT) dUTP Nick-End Labeling (TUNEL) Staining

To examine myocardial apoptosis, left ventricle tissues were embedded in paraffin wax. After dewaxing and sectioning, the slices were incubated with proteinase K (20 μg/mL) at 37°C for 30 min. Sections were then washed with phosphate-buffered saline (pH 7.4) and treated with 0.5% Triton X-100 at room temperature for 5 min. A TUNEL cell apoptosis detection kit containing TdT (cat. no. Bio-C1088; Biyuntian, China) was used to fully cover the tissue, and samples were incubated in the dark for 60 min. The sections were then mounted with a 4′, 6-diamidino-2-phenylindole reagent containing an antifluorescence quencher (cat. no. P36966; Thermo Fisher Scientific, USA) and observed under a microscope (DM2500; Leica, Germany).

### Reverse Transcription Quantitative Polymerase Chain Reaction (RT-qPCR)

RT-qPCR was used to determine the expression of atrial natriuretic peptide (ANP), BNP, α-smooth muscle actin (SMA), tissue inhibitor of metalloproteinase 2 (TIMP2), and matrix metalloproteinase 9 (MMP9), which are associated with HF or fibrosis. Briefly, total RNA extracted from left ventricle tissue was subjected to RT-qPCR using the primers listed in Table 1. TB Green Premix Ex Taq II (cat. no. RR820; Takara Bio Inc., Japan) was used for qPCR as follows: 95°C for 30 s, then 40 cycles of 95°C for 5 s and 60°C for 34 s, then a final extension at 72°C for 10 min. Transcript levels were normalized to the expression of β-actin, and the results are expressed as ratios of the DAC group to the sham group.

**Table 1:** RT-qPCR Primers used in this study.

**Gene**	**Forward**	**Reverse**
MMP9	AGCCGCTCAGCAAGAAGATT	GCCCAGGCCCAACTTATCC
TIMP2	TTTTGCAATGCAGACGTAGTGA	GGGTTGCCGTAGATGTCGTT
α-SMA	CTGCCCTGGTGTGTGACAAT	TCCCACAATGGACGGGAAAA
ANP	GACCACTTGGAGGACAAGATG	TCCTCATTCTGCTCGCTTAGT
BNP	CTCAGAACTGCCAGGGATAC	GAGGACTTGGAAGATGCTACTG
β-actin	GACGATATTGCTGCGCTCGTG	TCAGGATGCCTCTCTTGCTCT

### Western Blotting

The cytosolic fraction was extracted from cardiac tissues of the sham and DAC groups to detect the expression levels of proteins involved in fibrosis, cellular proliferation, and inflammatory responses. Briefly, cytosolic proteins (40 μg) were resolved by 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene difluoride membranes (Millipore, USA). After blocking with 5% skim milk, the membranes were incubated with primary antibodies overnight at 4°C, followed by incubation with a species-appropriate secondary antibody. All primary and secondary antibodies were purchased from Cell Signaling Technology (Danvers, USA). The bands were detected with Immobilon Western Chemiluminescent HRP Substrate (Millipore, USA). Band density was analyzed using ImageJ (National Institutes of Health, Bethesda, MD, USA). Primary antibodies used were as follows: anti-collagen α1 (COL1α1; cat. no. 91144), anti-phospho-SMAD family member (SMAD)2 (p-SMAD2; cat. no. 18338T), anti-phospho-SMAD2/SMAD3 (p-SMAD2/3; cat. no. 8828S), anti-transforming growth factor β (TGF-β; cat. no. 3709S), anti-phospho-nuclear factor-κB p65 (p-NFκB; cat. no. 3033), anti-phospho-inhibitor of κBα (p-IκBα; cat. no. 2859), anti-phospho-extracellular signal-regulated kinase (p-ERK; cat. no. 4370T), anti-interleukin (IL)6 (cat. no. 12912), anti-IL-1β (cat. no. 12703S), anti-phospho-phosphatidylinositol 3-kinase (p-PI3K; cat. no. 4228S), and anti-glyceraldehyde 3-phosphate dehydrogenase (GAPDH; cat. no. 2118).

### Myofilament Phosphorylation

Myofilament phosphorylation levels were analyzed to examine their responses to chronic pressure overload. Myofilaments were extracted as previously described, with modifications (19–21). The hearts were homogenized in an ice-cold cell lysis buffer comprising 60 mM KCl, 30 mM imidazole (pH 7.0), 2 mM MgCl_2_, and proteinase inhibitors, and then centrifuged at 12,000 × *g* at 4°C for 15 min. Pellets were extracted with the same ice-cold lysis buffer containing 1% Triton X-100 and centrifuged at 1,100 × *g* to obtain myofilaments. Phosphorylation levels of myofilaments [myosin binding protein C (MyBP-C), desmin, cardiac troponin T (cTnT), tropomyosin, cardiac troponin I (cTnI), and myosin light chain 2 (MLC2)] were measured using Pro-Q Diamond Phosphoprotein Gel Stain according to the manufacturer's instructions (Molecular Probes, USA). Briefly, myofilaments (60 μg) were resolved by SDS-PAGE on 12% gels. After fixation with 50% methanol/10% acetic acid for 30 min twice, the gels were incubated with Pro-Q Diamond solution for 90 min. Phosphorylated bands were visualized using a Gel Doc XR+ gel documentation system (Bio-Rad Laboratories Ltd., USA). Total protein was stained with Coomassie brilliant blue (cat. no. 112553; Sigma-Aldrich, USA), and actin bands were used as loading controls.

### Statistical Analysis

All experimental data are presented as means ± standard errors of the means (SEMs). Raw data of the sham and TAC groups were input into GraphPad Prism 8.0 (GraphPad Software, USA) for statistics analysis. Unpaired *t*-tests and a two-sided *P*-value with a confidence level of 95% were used to determine the differences between the groups. *P* < 0.05 was considered significant. The graphs showing each individual data point were presented.

## Results

### Left Ventricles Display Concentric Hypertrophy and Then Dilation After DAC Surgery, With Preserved EF

In this study, we developed a surgical procedure to induce an HF model in Tibetan minipigs (Figure 1). Several key steps were performed, including localization of the descending aorta, analysis of the degree of aortic narrowing, and pressure measurements. One animal in each group did not have stable heart rates during the recording of echocardiography, so these two animals were excluded from experiments. Transmitral Doppler showed that the E: A ratio and the left atrial diameter were significantly higher in the DAC group than in the sham group. In addition, compared with the sham group, serum cTnI, CK, and LDH levels were significantly increased in the DAC group at week 12 (Table 2). These changes indicate diastolic dysfunction of the left ventricles.

**Table 2:** Indices of heart failure of the sham and DAC groups.

**Groups**		**Sham**	**DAC**
**Transmitral Doppler**			
	E (m/s)	0.58 ± 0.02	0.67 ± 0.07
	A (m/s)	0.48 ± 0.01	0.27 ± 0.03^***^
	E/A	1.22 ± 0.05	2.49 ± 0.14^***^
**Left atrial size**			
	LA (mm)	34.05 ± 0.57	42.43 ± 0.81^***^
**Laboratory parameters**			
	cTnI (pg/mL)	149.10 ± 28.92	340.06 ± 56.32^*^
	CK (U/L)	366.80 ± 34.40	546.25 ± 48.58^*^
	LDH (U/L)	255.40 ± 10.00	373.25 ± 15.53^***^
	Creatinine (μmol/L)	90.00 ± 12.52	85.00 ± 5.31

*All data are presented as the means ± SEMs. Sham, the sham group; DAC, the descending aortic constriction group; E, the peak early filling velocity; A, the velocity at atrial contraction; E/A, ratio of early diastolic blood flow peak E and late diastolic peak A; BNP, brain natriuretic peptide; cTnI, cardiac troponin I; CK, creatine kinase; LDH, lactate dehydrogenase*.

* *P < 0.05*;

*** *P < 0.001 vs. the sham group*.

Echocardiography showed that the aortic roots of minipigs gradually expanded over time after surgery (Figure 2A). The ARDd was also significantly larger in the DAC group than in the sham group at weeks 2, 4, 6, 8, 10, and 12 following DAC surgery (Figures 2B,C, Table 3). Left ventricles were remodeled after the DAC surgery (Figure 2D). Specifically, VST values were significantly altered at each of the post-surgical time points. Increases in VSTs (Figure 2E) and VSTd (Figure 2F) started at week 2, while changes in the PWTs and PWTd started at week 4. VSTs and VSTd hypertrophy remained at week 4, 6, and 8, but posterior wall hypertrophy was not observed at these time points. After 10 and 12 weeks, the PWTd was significantly decreased in the DAC group compared with the sham group (Figures 2G,H). The results were summarized in Table 3.

**Figure 2:**
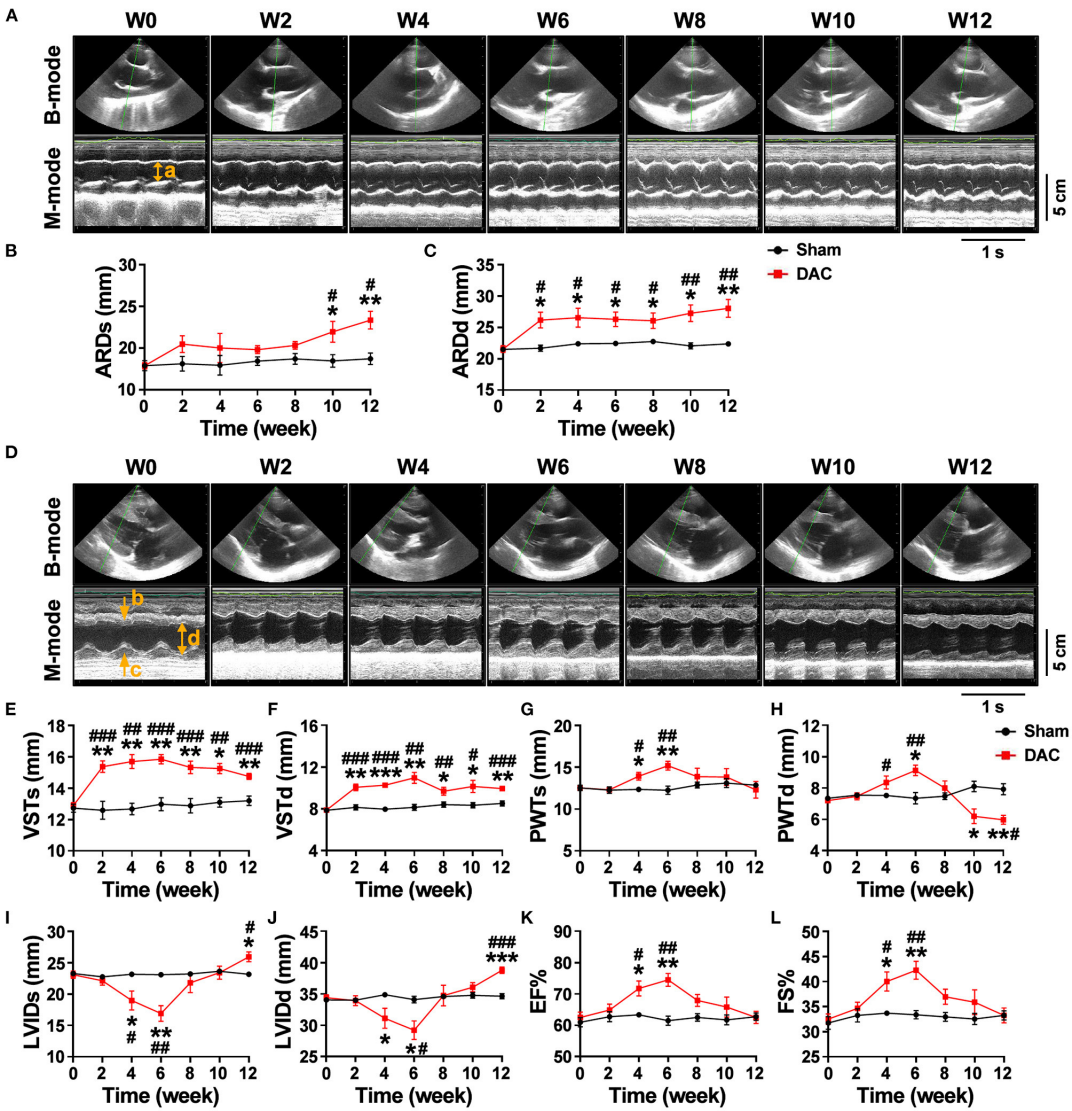
Echocardiography of the sham and DAC animals. B-mode and M-mode of the aortic root **(A)** and left ventricle **(D)** at weeks 0, 2, 4, 6, 8, 10, and 12. Following DAC surgery, the diameters of aortic roots at systole (ARDs) and diastole (ARDd) were increased following DAC **(B,C)**. The thicknesses of the intraventricular septum at systole (VSTs) and diastole (VSTd) and were significantly increased over time **(E,F)**. The thickness of posterior wall at systole (PWTs) and diastole (PWTd) in the DAC group were gradually increased after week 2, but decreased after week 8 **(G,H)**. Changes in the left ventricular internal dimension at systole (LVIDs) and diastole (LVIDd) displayed a pattern with a “V” shape over time after surgery **(I,J)**. The left ventricular ejection fraction (EF) and fractional shortening (FS) in the DAC groups were preserved, compared with those of the sham groups at the corresponding time points **(K,L)**. ARD (a), VST (b), PWT (c), and LVID (d) were indicated in M mode images of **(A)** and **(D)**. *n* = 4 minipigs per group. All data are presented as the means ± SEMs. *P < 0.05, **P < 0.01, ***P < 0.001 vs. the sham group; ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 vs. the week 0.

**Table 3:** Echocardiographic analysis of the sham and DAC groups.

**Time**		**Week 0**	**Week 2**	**Week 4**	**Week 6**	**Week 8**	**Week 10**	**Week 12**
ARDd (mm)	Sham	21.5 ± 0.3	21.7 ± 0.5	22.4 ± 0.3	22.5 ± 0.4	22.8 ± 0.1	22.1 ± 0.5	22.4 ± 0.3
	DAC	21.6 ± 0.5	26.2 ± 1.3^*^^#^	26.6 ± 1.5^*^^#^	26.3 ± 1.2^*^^#^	26.1 ± 1.2^*^^#^	27.3 ± 1.3^*^^##^	28.1 ± 1.4^**^^##^
ARDs (mm)	Sham	17.9 ± 0.6	18.1 ± 0.9	18.0 ± 1.2	18.5 ± 0.5	18.7 ± 0.6	18.5 ± 0.8	18.7 ± 0.7
	DAC	17.9 ± 0.4	20.5 ± 1.0	20.0 ± 1.7	19.8 ± 0.5	20.3 ± 0.5	22.0 ± 1.3^*^^#^	23.4 ± 1.1^**^^#^
VSTs (mm)	Sham	12.7 ± 0.3	12.6 ± 0.6	12.7 ± 0.4	13.0 ± 0.4	12.9 ± 0.5	13.1 ± 0.3	13.2 ± 0.3
	DAC	12.9 ± 0.2	15.4 ± 0.4^**^^###^	15.7 ± 0.4^**^^##^	15.9 ± 0.3^**^^###^	15.3 ± 0.4^**^^###^	15.3 ± 0.3^*^^##^	14.8 ± 0.2^**^^###^
VSTd (mm)	Sham	7.9 ± 0.2	8.2 ± 0.2	8.0 ± 0.1	8.2 ± 0.3	8.4 ± 0.2	8.4 ± 0.3	8.5 ± 0.2
	DAC	7.9 ± 0.1	10.1 ± 0.3^**^^###^	10.3 ± 0.2^***^^###^	11.0 ± 0.5^**^^##^	9.7 ± 0.4^*^^##^	10.2 ± 0.6^*^^#^	10.0 ± 0.2^**^^###^
PWTs (mm)	Sham	12.5 ± 0.3	12.3 ± 0.4	12.4 ± 0.2	12.3 ± 0.5	12.9 ± 0.3	13.1 ± 0.5	12.9 ± 0.3
	DAC	12.5 ± 0.2	12.3 ± 0.2	13.9 ± 0.5^*^^#^	15.2 ± 0.5^**^^##^	13.9 ± 1.0	13.8 ± 1.0	12.3 ± 1.0
PWTd (mm)	Sham	7.4 ± 0.1	7.6 ± 0.1	7.5 ± 0.1	7.4 ± 0.4	7.5 ± 0.2	8.1 ± 0.3	7.9 ± 0.4
	DAC	7.2 ± 0.2	7.5 ± 0.2	8.4 ± 0.4^#^	9.1 ± 0.3^*^^##^	8.0 ± 0.5	6.2 ± 0.5^*^	6.0 ± 0.3^**^^#^
LVIDs (mm)	Sham	23.3 ± 0.2	22.8 ± 0.4	23.2 ± 0.4	23.1 ± 0.4	23.2 ± 0.2	23.6 ± 0.4	23.2 ± 0.3
	DAC	23.1 ± 0.6	22.1 ± 0.7	19.0 ± 1.5^*^^#^	16.9 ± 1.2^**^^##^	21.8 ± 1.6	23.4 ± 1.0	25.9 ± 0.8^*^^#^
LVIDd (mm)	Sham	34.1 ± 0.3	34.0 ± 0.4	34.9 ± 0.4	34.1 ± 0.5	34.6 ± 0.4	34.8 ± 0.5	34.7 ± 0.4
	DAC	34.4 ± 0.5	33.9 ± 0.8	31.1 ± 1.6^*^	29.2 ± 1.5^*^^#^	34.8 ± 1.7	36.1 ± 0.7	38.8 ± 0.5^***^^###^
EF (%)	Sham	61.0 ± 1.5	62.8 ± 1.6	63.4 ± 0.7	61.5 ± 1.4	62.5 ± 1.2	61.8 ± 1.6	62.8 ± 1.2
	DAC	62.5 ± 1.7	64.9 ± 1.9	71.8 ± 2.4^*^^#^	74.5 ± 2.0^**^^##^	68.0 ± 1.9	65.8 ± 3.2	62.5 ± 1.9
FS (%)	Sham	31.8 ± 1.3	33.3 ± 1.3	33.7 ± 0.5	33.4 ± 0.8	33.0 ± 0.9	32.5 ± 1.1	33.3 ± 0.9
	DAC	32.5 ± 1.0	34.7 ± 1.2	40.0 ± 1.9^*^^#^	42.3 ± 1.8^**^^##^	37.0 ± 1.5	35.9 ± 2.5	33.3 ± 1.5

*All data are presented as the means ± SEMs. DAC, descending aortic constriction group; ARDs and ARDd, aortic root diameter at the end of systole and diastole, respectively; VSTs and VSTd, thickness of the ventricular septum at the end of systole and diastole, respectively; PWTs and PWTd, thickness of the posterior wall at the end of systole and diastole, respectively; LVIDs and LVIDd, left ventricular internal dimension at the end of systole and diastole, respectively; EF, left ventricular ejection fraction; FS, left ventricular fraction shortening*.

* *P < 0.05*;

** *P < 0.01*;

*** *P < 0.001 vs. the sham group*;

# *P < 0.05*;

## *P < 0.01*;

### *P < 0.001 vs. the week 0*.

Changes in the LVID displayed a V-shaped pattern over time after surgery (Figures 2I,J, Table 3). At week 2, the LVID at systole or diastole was decreased in DAC animals, with the smallest diameter at week 6. At week 10, the LVID started to enlarge, resulting in a significant difference compared with the LVID in sham animals at week 12. At the stage of ventricular hypertrophy in the DAC animals, EF and FS were increased, and at weeks 4 and 6, the increases were significantly different compared with the two indices in the pre-surgery group and the sham group at the corresponding time points. However, in dilated ventricles, the EF and FS were preserved in the DAC group compared with those observed in the sham group at the corresponding time points (Figures 2K,L, Table 3).

### DAC Induces Pulmonary and Cardiovascular Damage, Including Fibrosis, Inflammatory Cell Infiltration, and Cardiomyocyte Hypertrophy

Pathological examination was performed on the aortas, atria, ventricles, lungs, livers, spleens, and kidneys of sham and DAC minipigs 12 weeks after surgery (Figures 3A,B). In DAC animals, the intima of the proximal aorta displayed hyperplasia, mainly manifested as an increase in collagen fibers in the subendothelial layer. The alveolar wall was thickened. In addition, hepatic tissues displayed hepatocellular edema, congestion in the central vein, and hepatic sinusoids. There were no obvious lesions caused by DAC in the kidneys or spleen.

**Figure 3:**
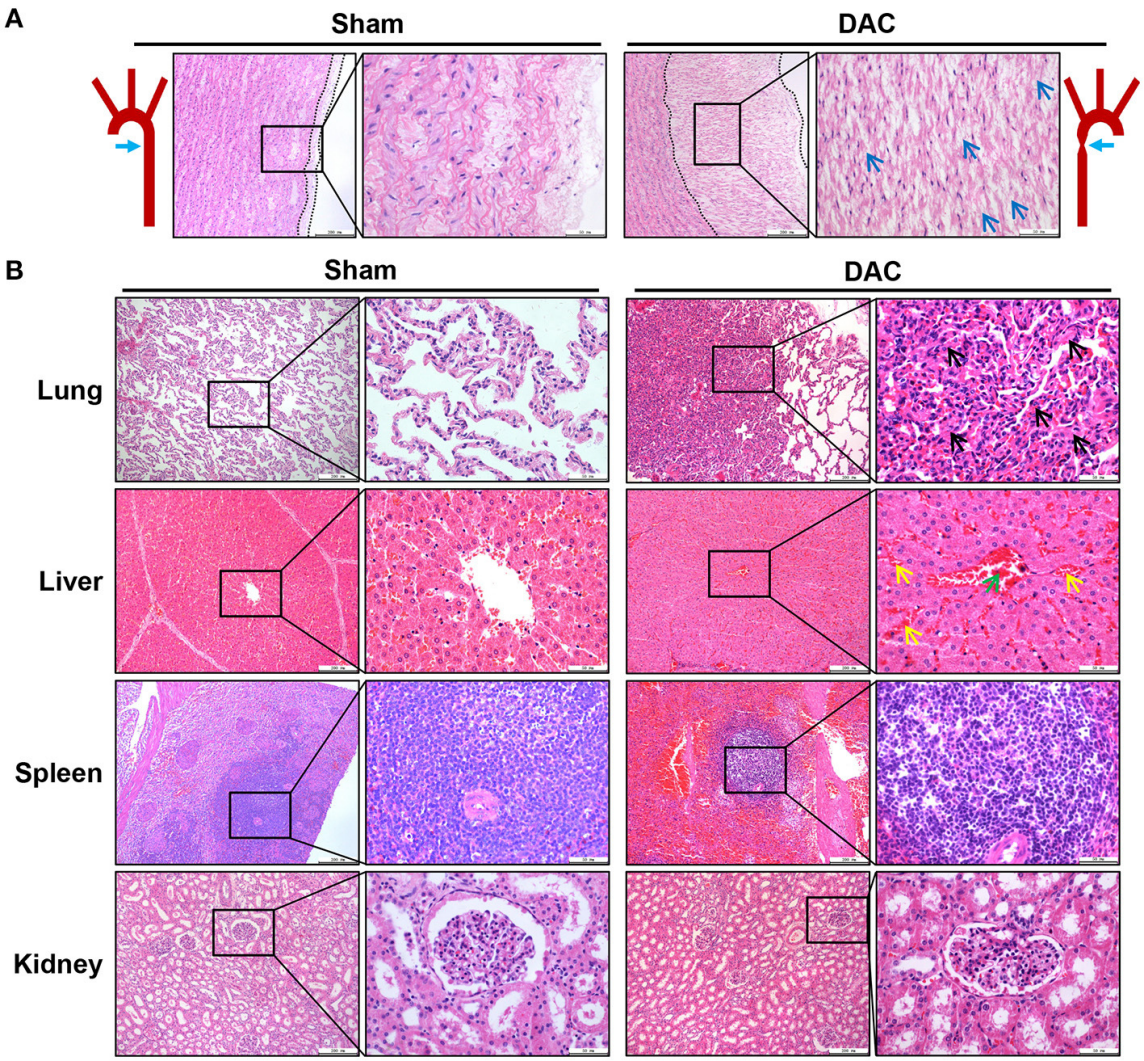
Pathological changes of the aorta **(A)** and main organs **(B)** of lungs, livers, spleens, and kidneys of the sham and DAC minipigs. In DAC animals at 12 weeks after surgery, the intima of the proximal aorta displayed hyperplasia, indicated at **(A)**. The collagen fibers in the subendothelial layer were indicated (blue arrows). The alveolar wall thickened (black arrows). In addition, hepatic tissues displayed hepatocellular oedema, congestion in the central vein (green arrows), and hepatic sinusoids (yellow arrows).

Next, the ventricles, atria, and ventricular septa were examined (Figure 4). There was widespread fibrosis in the myocardium of the left and right atria. Eosinophil infiltration was observed in the right atrium. Cardiomyocyte hypertrophy and nuclear pyknosis were observed in the internal ventricular septum. Moreover, fibrosis was widely present in the left ventricular myocardium, accompanied by dissolved cardiomyocyte nuclei and scarring. The right ventricle revealed cardiomyocyte hypertrophy and interstitial fibrosis. Overall, cardiac damage induced by DAC was characterized by fibrosis, eosinophil infiltration, and cardiomyocyte hypertrophy.

**Figure 4:**
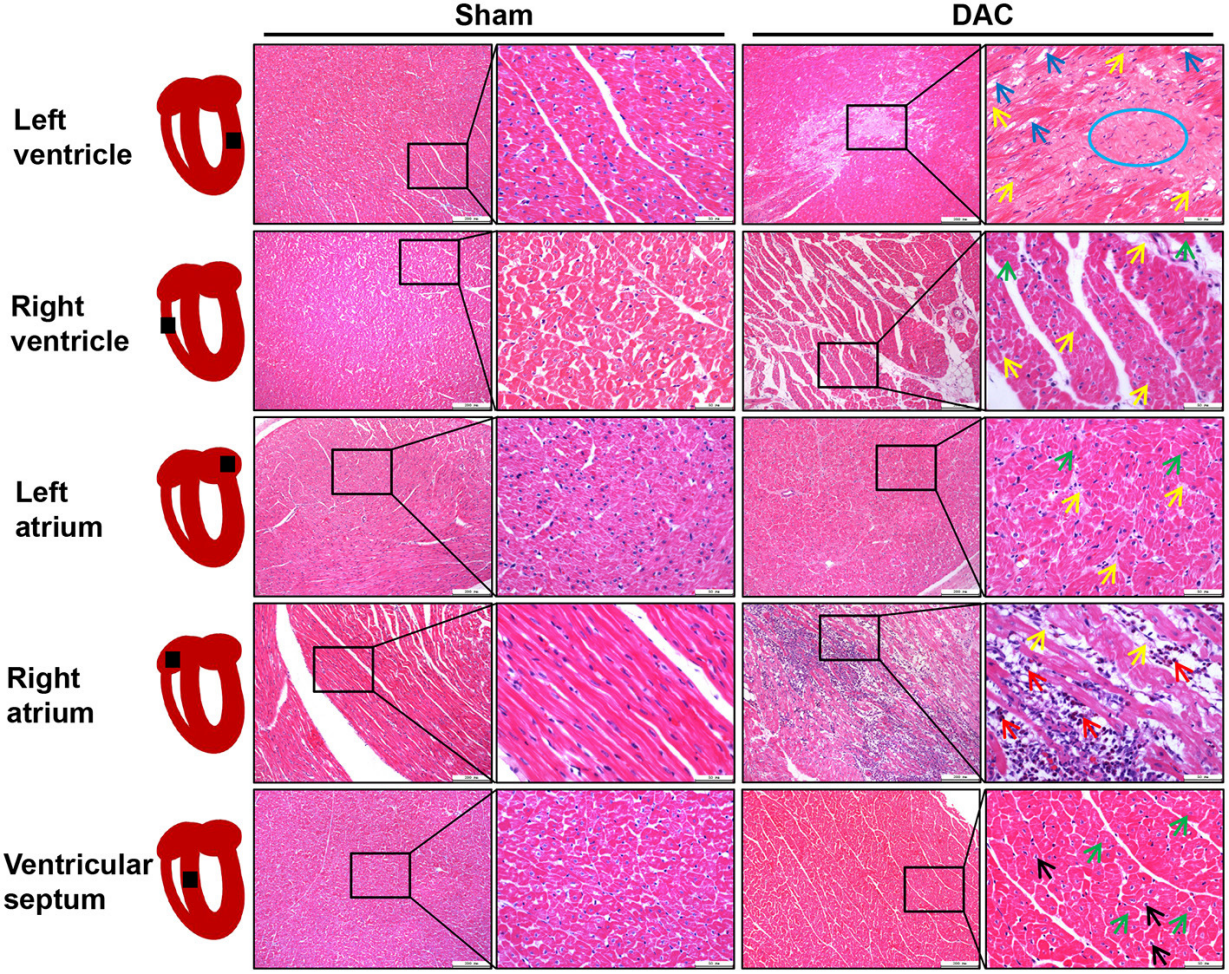
Tissue damage of atria, ventricles, and interventricular septum induced by DAC. There was widespread fibrosis (yellow arrows) in the myocardium of the left and right atria. Cardiomyocyte hypertrophy (green arrows) and eosinophil infiltration (red arrows) were observed in the right atrium. Cardiomyocyte hypertrophy (green arrows) and nuclear pyknosis (black arrows) were observed in the internal ventricular septum. Fibrosis (yellow arrows) was present in the left ventricular myocardium, accompanied by dissolved cardiomyocyte nuclei (blue arrows) and scar (blue circle) appearance. The right ventricle showed cardiomyocyte hypertrophy (green arrows) and interstitial fibrosis (yellow arrows).

### The Myocardium of the HFpEF Model Exhibits Evidence of Fibrosis

Overall gene expression profiles demonstrated that 543 genes were downregulated and 405 genes were upregulated in the DAC myocardium compared with in the sham myocardium (Figure 5A). 

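RNA was sequenced from the ventricular myocardium of 3 sham minipigs and 3 minipigs with DAC, in which the descending aorta was constricted, and the cardiac tissue was collected at week 12 after surgery. The authors deposited one table of FPKM, fragment numbers scaled by the length of the transcript and by the mapped fragments of the sample, with a column for each minipig, named here sham replicates 1 to 3 and DAC replicates 4 to 6. The table lists 12476 protein-coding and 812 long non-coding genes, and the highest sample of every listed gene has at least 0.500 FPKM. The paper's text does not name the aligner, the program that made the values or the genome build. Of the 10593 genes whose symbol is also in the RefSeq annotation of the pig genome Sscrofa11.1, 10588 lie at an overlapping position, and positions are given on that build. The sum of FPKM per sample was between 281377 and 308771. The number of reads behind a value is not known, so no counting error is given. For the comparison, a pseudocount of 1 was added to each FPKM and the log2 was taken. Genes with at least 1 FPKM in at least 3 of the 6 samples were compared between the groups with limma's moderated test, and P was adjusted over these genes by the Benjamini-Hochberg method. Fold changes are differences in mean log2(FPKM + 1), which understates the change of genes with a low FPKM. As in the paper, a differentially expressed gene (DEG) has an unadjusted P under 0.05, whatever its fold change. Of the 121 genes that are named or counted by name, 35 have an annotated position that overlaps another listed gene, and the paper's text does not say how reads in a shared stretch were assigned.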

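Of the 11029 genes tested, 939 were DEGs, against 551 expected by chance at this threshold. In the DAC myocardium, 358 of them were upregulated and 581 were downregulated. No gene reached an adjusted P under 0.05 from limma with Benjamini-Hochberg adjustment, and the smallest adjusted P was 0.106. At an unadjusted P under 0.01, 81 genes were upregulated and 137 were downregulated. The median log2 fold change was 0.44 among the upregulated DEGs and -0.41 among the downregulated DEGs, and the median standard error over all genes tested was 0.14. A log2 fold change beyond 1 was found in 18 upregulated and 36 downregulated DEGs. All DAC samples lay on one side of all sham samples in 1646 genes, which is 14.9% of the genes tested against 10% by chance, and 812 of these genes were DEGs. For such a gene, the exact two-sided permutation P is 0.10, the smallest that 3 minipigs against 3 allow. A minimum of 5 FPKM moved the number of DEGs most, to 579 of 6271 genes tested, and leaving out sham replicate 1 gave 600, of which 456 were among the 939. The share of downregulated DEGs was 61.9% in all 6 samples, 50.8% without DAC replicate 5 and 71.5% with a minimum of 5 FPKM. It was 44.9%, with 500 upregulated and 407 downregulated DEGs, when the mitochondrially encoded genes were left out and the rest rescaled, an alternative chosen after seeing the data. Pearson's correlation between samples across the tested genes, which are not independent replicates, was between 0.965 and 0.977 within the groups, and the highest between the groups was 0.974.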

Biological process enrichment analysis identified eight upregulated biological processes, including regulation of vasculature development (26 genes), regulation of cytokine production (25 genes), maintenance of location (15 genes), mitogen-activated protein kinase cascade (27 genes), negative regulation of translation (10 genes), positive regulation of cell migration (25 genes), RNA splicing (20 genes), and extracellular structure organization (19 genes; Figure 5B). In addition, we identified 10 downregulated biological processes, including response to oxidative stress (21 genes), regulation of G-protein-coupled receptor signaling (11 genes), regulation of lipid metabolic process (21 genes), carbohydrate metabolic process (28 genes), positive regulation of programmed cell death (31 genes), protein exit from the endoplasmic reticulum (7 genes), mitochondrion organization (26 genes), tricarboxylic acid metabolic process (7 genes), oxidation-reduction process (31 genes), and generation of precursor metabolites and energy (30 genes; Figure 5C). 

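The paper's terms were tested here with gene lists written by hand from the names of the processes and pathways before the data were examined, so a list need not hold the genes of the Metascape or DAVID term. Each of the 34 lists was compared with all genes tested by a one-sided Fisher's exact test, once for the upregulated and once for the downregulated DEGs, with Benjamini-Hochberg adjustment over the 68 tests. Of 92 tested genes for extracellular structure organization, 16 were upregulated DEGs against 2.99 expected (adjusted P = 1.23e-06). The mean was higher in the DAC group for 63 of the 92 genes, and their median log2 fold change was 0.11. This median was 0.041 without DAC replicate 6 and 0.23 without DAC replicate 5. OGN (ENSSSCG00000034607, chromosome 3 from 42116531 to 42135817) was at 8.94 ± 1.15 FPKM (SD, n = 3) in the sham group and 16.2 ± 2.09 FPKM (SD, n = 3) in the DAC group. The log2 fold change of OGN was 0.79 (standard error 0.14, adjusted P = 0.335 from limma). POSTN (ENSSSCG00000009361, chromosome 11 from 13182272 to 13259019) was at 2.28 ± 0.520 FPKM (SD, n = 3) in the sham group and 4.34 ± 0.507 FPKM (SD, n = 3) in the DAC group, with a log2 fold change of 0.71. Over all lists and both directions, 3 lists had an adjusted P under 0.05, against 11 without DAC replicate 5. The test camera with a preset correlation of 0.01 between genes also called 11 lists, the rotation test fry called 1, the genes of Figure 5E, and camera with the correlation estimated from the data called 0. The extracellular structure list was called by camera with the preset correlation (adjusted P = 9.44e-06), but not by fry (adjusted P = 0.342) or by camera with the estimated correlation (adjusted P = 0.475). Among its upregulated DEGs are COL1A1, COL1A2, COL3A1, COL5A2, FN1, TIMP1 and MMP16, which are also genes of Figure 5E. Its result is therefore not independent of that list, which the study chose on these samples.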

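Among 117 tested genes for positive regulation of cell migration, 10 were upregulated DEGs against 3.80 expected (adjusted P = 0.0533 from the one-sided Fisher's exact test). This list had an adjusted P under 0.05 with no filter on FPKM (0.00356), after median scaling (0.0367), after quantile normalization (0.00225), with DEGs at P under 0.01 (0.00362), under camera with the preset correlation (0.0109) and with mitochondrially encoded genes left out (0.0136). With 1 sample left out in turn, its adjusted P was from 0.00145 to 0.0498, except 0.0778 without sham replicate 2. Its upregulated DEGs include COL1A1, FN1, TIMP1 and POSTN, which are also in the extracellular structure list, so these lists are not independent. COL1A1, FN1 and TIMP1 are genes of Figure 5E too. PDPN (ENSSSCG00000003451, chromosome 6 from 73019057 to 73049998) was at 5.78 ± 0.817 FPKM (SD, n = 3) in the sham group and 8.65 ± 0.318 FPKM (SD, n = 3) in the DAC group, a log2 fold change of 0.51. For regulation of cytokine production, 7 of 63 tested genes were upregulated DEGs against 2.04 expected, also with an adjusted P of 0.0533. Its adjusted P was under 0.05 with no filter on FPKM (0.0114), after median scaling (0.0425), with mitochondrially encoded genes left out (0.0267), without sham replicate 1 (0.00482), without sham replicate 3 (0.0355) and without DAC replicate 5 (0.0111). With 1 sample left out in turn, it was highest without sham replicate 2 (0.338). It was 0.108 after quantile normalization, 0.241 with the variance of each gene estimated on its own and 0.609 with DEGs at P under 0.01. POSTN, also in the extracellular structure list, is among the upregulated DEGs of the cytokine list. The other lists for upregulated processes of the paper did not reach an adjusted P under 0.05 in all 6 samples. For vasculature development, 3 of 90 genes were upregulated DEGs against 2.92 expected (adjusted P = 1). Without DAC replicate 5, 13 of the 90 genes were upregulated DEGs (adjusted P = 0.00144). The mitogen-activated protein kinase cascade had 3 of 105 genes against 3.41 expected (adjusted P = 1), and negative regulation of translation had 4 of 77 genes against 2.50 expected (adjusted P = 0.594). RNA splicing had 3 of 178 genes against 5.78 expected (adjusted P = 1), and 14 of the 178 without DAC replicate 6 (adjusted P = 0.0110). The splicing list was also called by camera with the preset correlation (adjusted P = 0.00460), with a higher mean in the DAC group for 119 of its genes and a median log2 fold change of 0.058. Maintenance of location was not analysed here.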

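By the one-sided Fisher's exact test, 4 of 51 tested genes for response to oxidative stress were downregulated DEGs against 2.69 expected (adjusted P = 0.658). Another 3 of the 51 were upregulated DEGs against 1.66 expected (adjusted P = 0.594). For positive regulation of programmed cell death, 7 of 75 genes were downregulated DEGs against 3.95 expected (adjusted P = 0.422). In that list, DDIT4 (ENSSSCG00000031888, chromosome 14 from 75117707 to 75119903) was at 83.8 ± 6.02 FPKM (SD, n = 3) in the sham group and 48.1 ± 4.31 FPKM (SD, n = 3) in the DAC group. DDIT4 had a log2 fold change of -0.79 (standard error 0.11, adjusted P = 0.222 from limma). CTSD (ENSSSCG00000040793, chromosome 2 from 1188549 to 1197635) was at 198 ± 2.50 FPKM (SD, n = 3) in the sham group and 132 ± 14.3 FPKM (SD, n = 3) in the DAC group, a log2 fold change of -0.58. Mitochondrion organization had 6 of 73 genes against 3.85 expected (adjusted P = 0.594). For protein exit from the endoplasmic reticulum, 5 of 54 genes were downregulated DEGs against 2.84 expected (adjusted P = 0.523), and this list was called by camera with the preset correlation (adjusted P = 0.0245) but not by fry (adjusted P = 0.0581). Fatty acid oxidation, a part of lipid metabolism, had 3 of 31 genes against 1.63 expected (adjusted P = 0.594). The median log2 fold change of these lists was between -0.089 for response to oxidative stress and -0.065 for programmed cell death. With 1 sample left out in turn, it was between -0.11 and -0.053 for response to oxidative stress. For programmed cell death it was then between -0.098 and -0.026. The median for fatty acid oxidation was -0.073, and it was -0.0014 without DAC replicate 4 and -0.16 without DAC replicate 5.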

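Generation of precursor metabolites and energy was examined through the genes of oxidative phosphorylation. Of its 72 tested nuclear genes, 61 had a lower mean in the DAC group, and 8 were downregulated DEGs against 3.79 expected (adjusted P = 0.237, one-sided Fisher's exact test). Their median log2 fold change was -0.18, and it was -0.16 after median scaling, -0.10 after quantile normalization and -0.14 with mitochondrially encoded genes left out. It was -0.086 without DAC replicate 4. The list was called with the variance of each gene estimated on its own (adjusted P = 0.0304) and by camera with the preset correlation (adjusted P = 5.01e-06), while 2 of its genes were downregulated DEGs without sham replicate 3 (adjusted P = 1) and 4 after quantile normalization (adjusted P = 0.800). COX5A (ENSSSCG00000024316, chromosome 7 from 58622964 to 58644035) was at 353 ± 12.2 FPKM (SD, n = 3) in the sham group and 271 ± 28.2 FPKM (SD, n = 3) in the DAC group. The log2 fold change of COX5A was -0.38 (standard error 0.11, adjusted P = 0.505 from limma). The 13 mitochondrially encoded genes of the respiratory chain had higher means in the DAC group, with a median log2 fold change of 0.26 that became 0.014 after quantile normalization and 0.10 without DAC replicate 5. Of these genes, 3 were upregulated DEGs against 0.422 expected (adjusted P = 0.0739). They were called by the same test without sham replicate 2 (adjusted P = 0.0113), without DAC replicate 4 (adjusted P = 3.05e-08) and without DAC replicate 6 (adjusted P = 0.00737), and by camera with the preset correlation (adjusted P = 1.32e-05). None of the 13 was an upregulated DEG without sham replicate 1, without sham replicate 3 or after quantile normalization (adjusted P = 1 each), and 1 was without DAC replicate 5 (adjusted P = 0.919). The mitochondrially encoded genes held between 24.0% and 25.3% of the summed FPKM in the sham samples, 32.8% in DAC replicate 5 and between 27.1% and 27.2% in the other DAC samples. Quantile normalization gives each rank the same value in every sample. It would therefore remove most of a shared rise of genes this abundant, so its result cannot decide whether they rose. Regulation of G-protein-coupled receptor signaling, oxidation-reduction process and the remaining parts of lipid and carbohydrate metabolism were not analysed here.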

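Of 50 tested genes for the interaction of extracellular matrix and its receptors, 5 were upregulated DEGs against 1.62 expected (adjusted P = 0.170, one-sided Fisher's exact test), and 34 had a higher mean in the DAC group. CD44 (ENSSSCG00000013297, chromosome 2 from 25788704 to 25884153), a hyaluronan receptor, was at 4.76 ± 0.432 FPKM (SD, n = 3) in the sham group and 6.42 ± 0.429 FPKM (SD, n = 3) in the DAC group. CD44 had a log2 fold change of 0.37 (standard error 0.11, adjusted P = 0.505 from limma). The list had an adjusted P under 0.05 with no filter on FPKM (0.00901, 8 of 61 genes), under camera with the preset correlation (0.0109), without sham replicate 1 (0.0386), without sham replicate 3 (0.00179), without DAC replicate 4 (0.0319) and without DAC replicate 5 (0.00220). It was 0.406 without sham replicate 2 and 0.118 without DAC replicate 6. The list for PI3K/Akt signaling was written without matrix and integrin genes, which the pathway shares with the matrix list. Of its 142 tested genes, 4 were upregulated DEGs against 4.61 expected (adjusted P = 1). Over the alternatives tried, the adjusted P of the PI3K/Akt list was between 0.600 and 1. PPP2R1B (ENSSSCG00000029538, chromosome 9 from 39480335 to 39517745), a subunit of protein phosphatase 2A, had the smallest P in that list among genes with a higher mean in the DAC group. It was at 1.22 ± 0.235 FPKM (SD, n = 3) in the sham group and 1.96 ± 0.129 FPKM (SD, n = 3) in the DAC group, a log2 fold change of 0.42.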

KEGG pathway analysis showed that two pathways were upregulated, including the PI3K/Akt signaling pathway and extracellular matrix/receptor interactions, and 9 pathways were down regulated (Figure 5D). Among these downregulated pathways, 7 pathways were involved in cellular metabolisms, including the carbon metabolism, metabolic pathways, citrate cycle, glycolysis/gluconeogenesis, biosynthesis of amino acids, pyruvate metabolism, and tryptophan metabolism. Thus, enrichment analyses suggested that heart cells in HFpEF suffer from inflammatory and oxidative stress and have altered remodeling, proliferation, apoptosis, and metabolic signaling. Furthermore, cluster analysis identified 10 genes associated with fibrosis, including *COL1A1, COL1A2, COL3A1, COL5A2, MMP16, MMP2, Fibronectin 1, Integrin Subunit Alpha V, Transforming Growth Factor Beta Receptor 3*, and *TIMP1* (Figure 5E). These findings suggest that fibrosis occurs in the myocardium of minipigs with HFpEF.

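Of 26 tested genes of the citrate cycle, 22 had a lower mean in the DAC group, and 4 were downregulated DEGs against 1.37 expected (adjusted P = 0.270, one-sided Fisher's exact test). The median log2 fold change of the citrate cycle genes was -0.19, and it was between -0.22 and -0.078 with 1 sample left out in turn, closest to 0 without DAC replicate 4. The list was called without DAC replicate 5 (adjusted P = 0.0372), with the variance of each gene estimated on its own (adjusted P = 0.000337) and by camera with the preset correlation (adjusted P = 0.000668). The number of downregulated DEGs in it was 0 without sham replicate 3 and 1 without sham replicate 1 (adjusted P = 1 each), and 2 after quantile normalization (adjusted P = 0.767). OGDH (ENSSSCG00000016743, chromosome 18 from 50609418 to 50684964) was at 123 ± 4.89 FPKM (SD, n = 3) in the sham group and 99.5 ± 3.53 FPKM (SD, n = 3) in the DAC group. OGDH had a log2 fold change of -0.31 (standard error 0.094, adjusted P = 0.511 from limma), and it was no longer a DEG without sham replicate 3. Glycolysis and gluconeogenesis had 5 downregulated DEGs among 38 genes against 2.00 expected (adjusted P = 0.270), an adjusted P of 0.0382 without DAC replicate 5, and a median log2 fold change of -0.12 that was -0.062 without DAC replicate 4. It had 3 downregulated DEGs without sham replicate 1 (adjusted P = 0.611) or without DAC replicate 4 (adjusted P = 0.710). In all 6 samples, the glycolysis list also had 3 upregulated DEGs against 1.23 expected (adjusted P = 0.448). TPI1 (ENSSSCG00000000685, chromosome 5 from 63837506 to 63843137), which belongs to the lists of glycolysis and of amino acids, was at 220 ± 10.8 FPKM (SD, n = 3) in the sham group and 156 ± 9.15 FPKM (SD, n = 3) in the DAC group. For TPI1, the log2 fold change was -0.50 (standard error 0.10, adjusted P = 0.379 from limma). For biosynthesis of amino acids, 8 of 49 genes were downregulated DEGs against 2.58 expected (adjusted P = 0.0533), 41 had a lower mean in the DAC group, and the median log2 fold change was -0.22, or -0.14 without DAC replicate 4. This list was called with no filter on FPKM (adjusted P = 0.00901), without sham replicate 2 (adjusted P = 0.00155), without DAC replicate 5 (adjusted P = 0.000115) and by camera with the preset correlation (adjusted P = 0.000232), while without sham replicate 1 or DAC replicate 4 its adjusted P was 1. Pyruvate metabolism had 2 of 27 genes against 1.42 expected (adjusted P = 0.921) and a median log2 fold change of -0.14. Another 2 of its genes were upregulated DEGs against 0.876 expected (adjusted P = 0.594). Tryptophan metabolism had 3 of 19 genes against 1.00 expected (adjusted P = 0.365), with an adjusted P of 0.0438 without sham replicate 2 and 1 without sham replicate 3, and a median log2 fold change of -0.11, which was -0.032 without DAC replicate 4 and -0.19 without DAC replicate 6. Upregulated DEGs in the tryptophan list numbered 2 against 0.617 expected (adjusted P = 0.448). For FoxO signaling, which Figure 5D also shows, 7 of 70 genes were downregulated DEGs against 3.69 expected (adjusted P = 0.365), and the adjusted P was 0.0491 without DAC replicate 4 and 1 without sham replicate 1. Genes are shared between several of these lists, which are therefore not independent. Carbon metabolism and metabolic pathways as a whole were not analysed here.

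**Figure D1:**
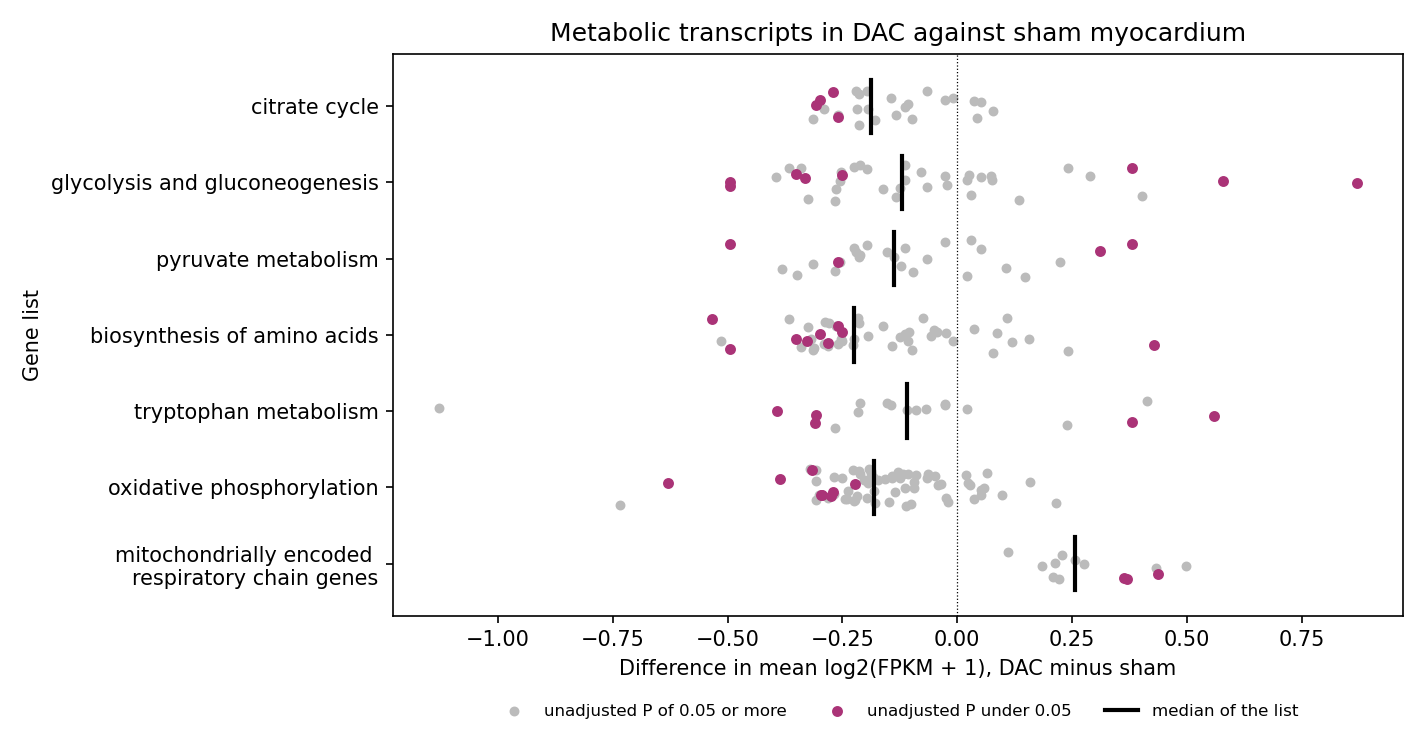
Difference in mean log2(FPKM + 1) between 3 DAC and 3 sham minipigs for each tested gene of the metabolic lists and for the 13 mitochondrially encoded genes of the respiratory chain. Each point is a gene, coloured when its unadjusted P is under 0.05, and each black line is the median of a list, which lies at -0.19 for the citrate cycle and at 0.26 for the mitochondrially encoded genes, the latter 0.014 after quantile normalization. Quantile normalization would remove most of a shared rise of genes with the highest FPKM, so the 0.014 does not decide whether the mitochondrially encoded genes rose.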

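Among the genes for cytokine production, TRAF6 (ENSSSCG00000038082, chromosome 2 from 24602783 to 24626072) was at 7.02 ± 0.223 FPKM (SD, n = 3) in the sham group and 10.2 ± 1.68 FPKM (SD, n = 3) in the DAC group. TRAF6 had a log2 fold change of 0.47 (standard error 0.13, adjusted P = 0.500 from limma). IL33 (ENSSSCG00000005203, chromosome 1 from 215899435 to 215941840) was at 0.811 ± 0.0452 FPKM (SD, n = 3) in the sham group and 1.67 ± 0.565 FPKM (SD, n = 3) in the DAC group, a log2 fold change of 0.54. Among the genes for response to oxidative stress, GCLM (ENSSSCG00000037549, chromosome 4 from 123371193 to 123390135) was at 4.41 ± 0.309 FPKM (SD, n = 3) in the sham group and 2.99 ± 0.541 FPKM (SD, n = 3) in the DAC group. Its log2 fold change was -0.45 (standard error 0.13, adjusted P = 0.508 from limma). In FoxO signaling, CDKN1A (ENSSSCG00000001565, chromosome 7 from 32359455 to 32363761), an inhibitor of the cell cycle, was at 16.4 ± 4.41 FPKM (SD, n = 3) in the sham group and 8.22 ± 2.38 FPKM (SD, n = 3) in the DAC group, a log2 fold change of -0.92. In each of these genes, the 3 DAC samples lay on one side of the 3 sham samples. IL33 was no longer a DEG with the variance of each gene estimated on its own from FPKM without logs.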

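All 10 genes had a higher mean in the DAC group, and in each of them every DAC sample lay above every sham sample. At an unadjusted P under 0.05, 8 of the 10 were upregulated. After adjustment by the Benjamini-Hochberg method, 8 had an adjusted P under 0.05 adjusted over the list alone and 0 over all genes tested, where the adjusted P was between 0.337 and 0.596. The study chose the list on these samples, so the first count is not independent evidence. COL1A1 (ENSSSCG00000036135, chromosome 12 from 26379090 to 26397003) was at 94.0 ± 13.4 FPKM (SD, n = 3) in the sham group and 165 ± 26.4 FPKM (SD, n = 3) in the DAC group. Its log2 fold change was 0.81 (standard error 0.16, adjusted P = 0.379 from limma). COL1A2 (ENSSSCG00000015326, chromosome 9 from 74173931 to 74210398) was at 73.3 ± 7.05 FPKM (SD, n = 3) in the sham group and 110.3 ± 2.05 FPKM (SD, n = 3) in the DAC group, and its log2 fold change was 0.59 (standard error 0.11, adjusted P = 0.337 from limma). Fibronectin 1 (FN1, ENSSSCG00000016174, chromosome 15 from 117658099 to 117731014) had the largest log2 fold change of the 10 genes, 0.98 (standard error 0.22), from 21.5 ± 5.29 FPKM (SD, n = 3) to 43.1 ± 9.13 FPKM (SD, n = 3). COL3A1 (ENSSSCG00000016034, chromosome 15 from 93556912 to 93615815) was at 172.7 ± 13.3 FPKM (SD, n = 3) in the sham group and 238 ± 15.6 FPKM (SD, n = 3) in the DAC group, a log2 fold change of 0.46. Its annotated end overlaps that of COL5A2 (ENSSSCG00000016035, from 93611856 to 93981110) on the other strand. COL5A2 had a log2 fold change of 0.36 (standard error 0.13) and was no longer a DEG without sham replicate 1, sham replicate 2, DAC replicate 4 or DAC replicate 6, where its unadjusted P was up to 0.088. MMP16 (ENSSSCG00000006132, chromosome 4 from 48556967 to 48862986) was at 2.31 ± 0.103 FPKM (SD, n = 3) in the sham group and 3.63 ± 0.688 FPKM (SD, n = 3) in the DAC group, a log2 fold change of 0.47. The receptor TGFBR3 (ENSSSCG00000006911, chromosome 4 from 125101190 to 125316796) had a log2 fold change of 0.33 (standard error 0.11) and was no longer a DEG without sham replicate 1, sham replicate 3 or DAC replicate 4. For integrin subunit alpha V (ITGAV, ENSSSCG00000016027, chromosome 15 from 91604676 to 91711840), the log2 fold change was 0.21 (standard error 0.10) at an unadjusted P of 0.072. It was a DEG after quantile normalization, with the variance of each gene estimated on its own, and without DAC replicate 4. The number of upregulated DEGs among the 10 genes moved most under quantile normalization, to 10, and without sham replicate 1, to 6.

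**Figure D2:**
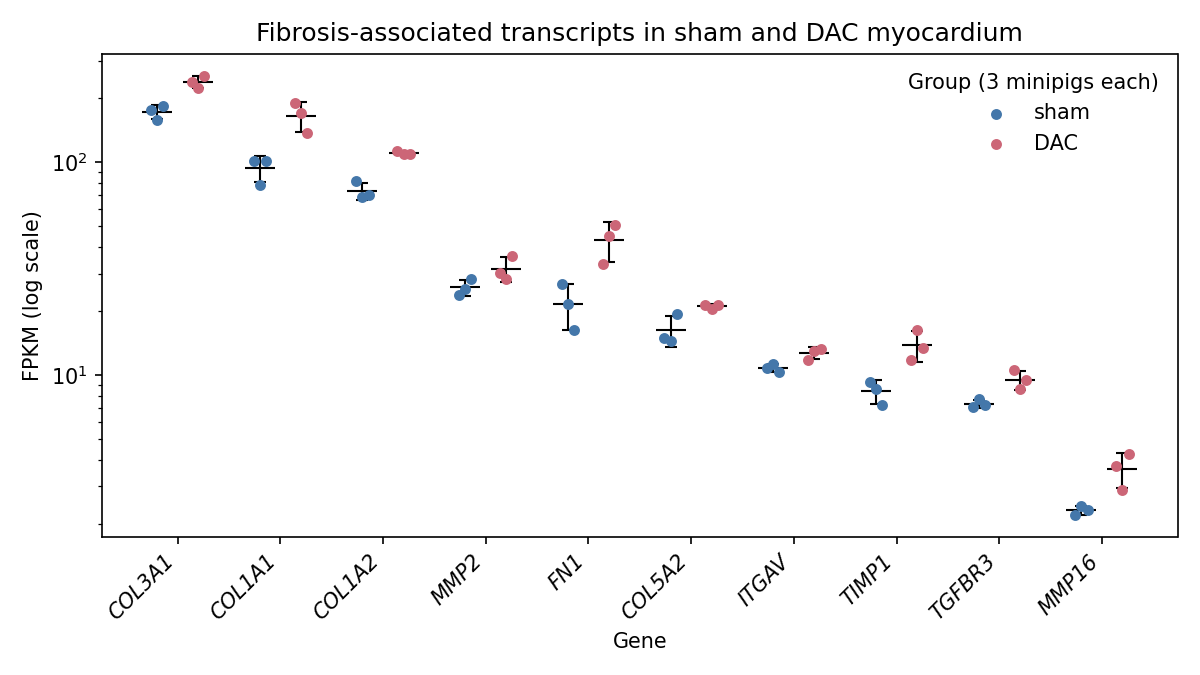
FPKM of the 10 genes of Figure 5E in 3 sham and 3 DAC minipigs. Each point is a minipig and the lines give the mean and the SD of each group, and for every gene the 3 DAC minipigs lie above the 3 sham minipigs.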

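A list of 16 fibroblast marker genes, written before the data were examined, had 6 upregulated DEGs against 0.519 expected (adjusted P = 0.000154, one-sided Fisher's exact test), and 13 of the 16 had a higher mean in the DAC group. Their median log2 fold change was 0.30, and it was between 0.23 and 0.36 with 1 sample left out in turn. The list was not called by fry (adjusted P = 0.146) or by camera with the estimated correlation (adjusted P = 0.131). Of these markers, 11 are also in the list for extracellular structure organization and 3 are among the genes of Figure 5E, so the lists are not independent. From its sequencing findings, which include the 10 genes of Figure 5E, the paper proposes that the myocardium of minipigs with HFpEF undergoes fibrosis.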

**Figure 5:**
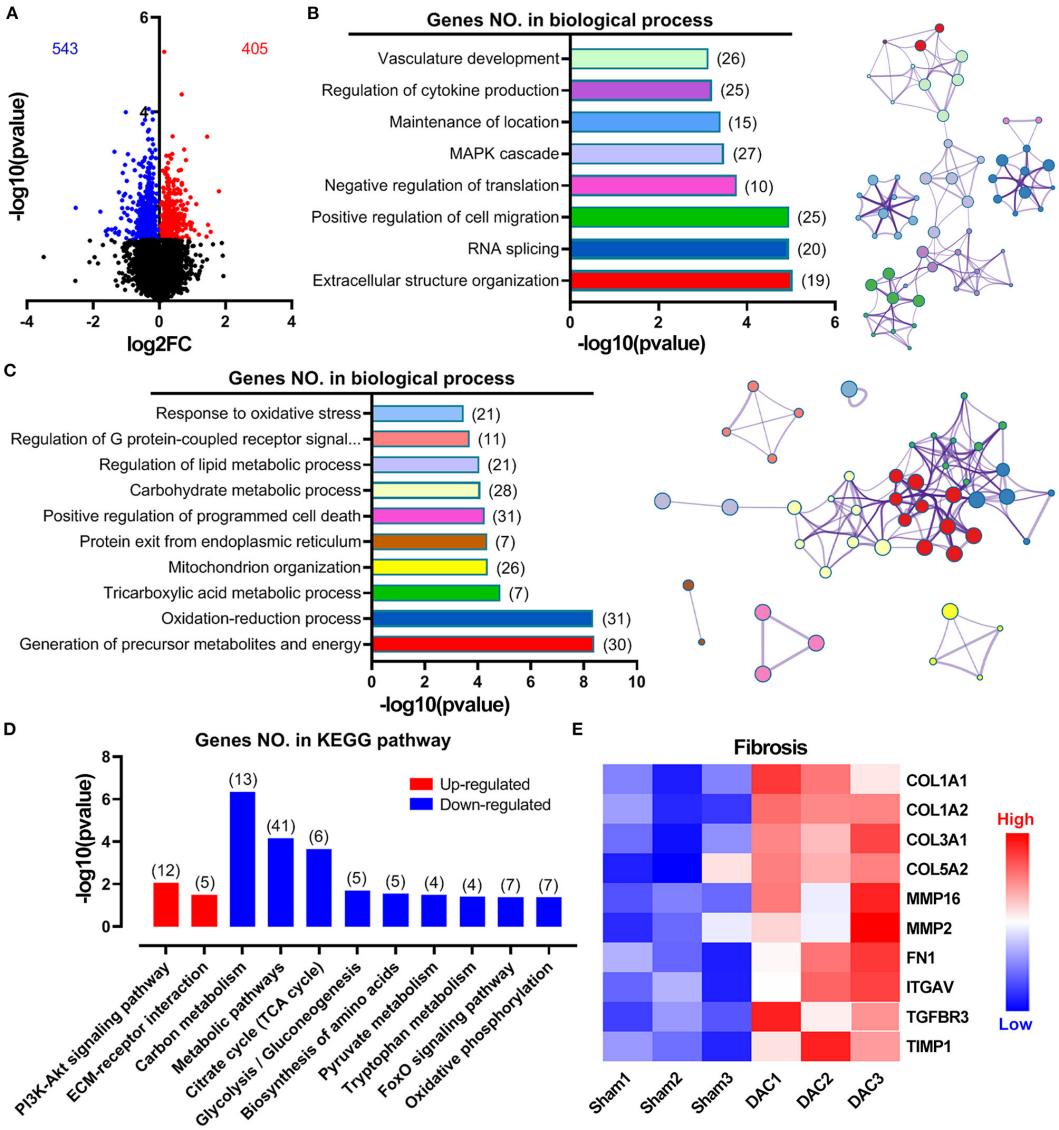
Overall gene expression profiles in sham and DAC animals. Gene enrichment analyses suggested that heart cells in HFpEF suffer inflammatory stress, oxidative stress, remodeling, proliferation, apoptosis, and metabolic disorders. Specifically, 543 genes were downregulated, whereas 405 genes were upregulated in the DAC myocardium compared with that in the sham myocardium **(A)**. Biological process enrichment analysis identified eight upregulated biological processes **(B)** and 10 downregulated biological processes **(C)**. KEGG pathway analysis showed that two pathways were upregulated and night pathways were downregulated **(D)**. In addition, 10 genes associated with fibrosis were seen in **(E)**. *n* = 3 minipigs per group.

### Decreased Phosphorylation of Cardiac Myofilaments Is Associated With Cardiac Remodeling and Diastolic Dysfunction in HFpEF

Cardiac injuries in the left ventricles of the minipigs with HFpEF were observed at the cellular and molecular levels. RT-qPCR showed that expression levels of the heart failure markers (ANP and BNP) and the fibrotic markers (α-SMA, TIMP2, and MMP9) were significantly higher in the DAC group than in the sham group (Figures 6A,B). Sirius Red staining revealed that the fibrotic area was significantly greater in the DAC group than in the sham group (Figure 6C). Additionally, the cardiomyocytes displayed hypertrophy, and apoptosis was observed in the myocardium and epicardium of the DAC group (Figures 6C,D).

**Figure 6:**
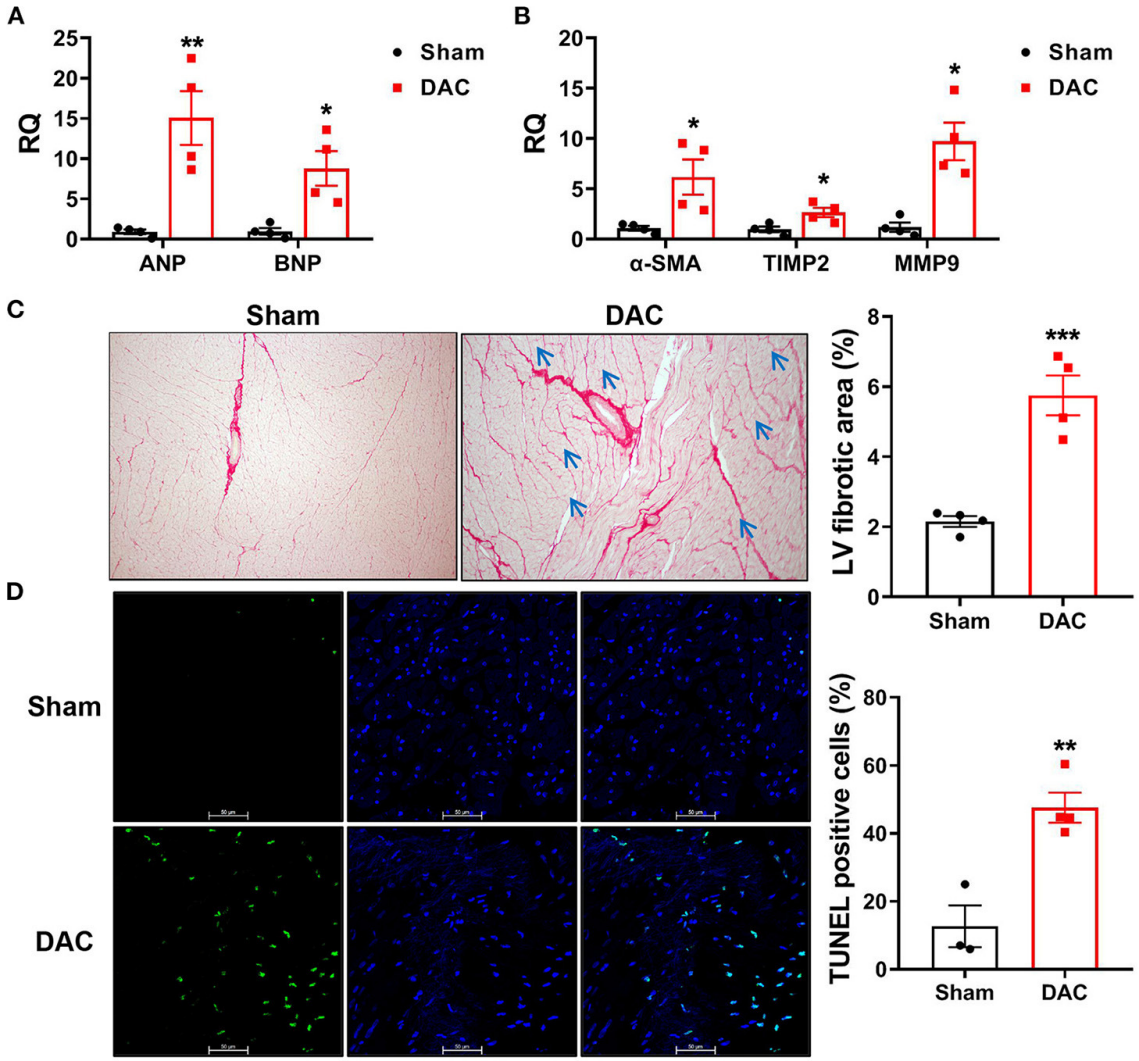
Biomarkers of heart failure, fibrotic area, and apoptosis in the left ventricles. The cardiac injuries at the cellular and molecular levels were seen of the left ventricles of the minipigs with HFpEF. The expression levels of ANP and BNP **(A)** and α-SMA, TIMP2, MMP9 **(B)** were significantly higher in the DAC group than those in the sham group. *n* = 4 minipigs per group. Sirius Red staining showed the fibrotic area in the DAC group was significantly greater than that in the sham group **(C)**, and the cardiomyocytes in the DAC group displayed hypertrophy (blue arrows), and apoptosis **(D)** was observed in the myocardium and epicardium of HFpEF. *n* = 3–4 minipigs per group. All data are presented as the means ± SEMs. *P < 0.05, **P < 0.01, ***P < 0.001 vs. the sham group.

Upon examining alterations in myofilament phosphoproteins that regulate cardiac diastolic function, we found that the phosphorylation levels of myofilament proteins (MyBP-C, desmin, cTnT, tropomyosin, cTnI, and MLC2) were significantly suppressed in minipigs with HFpEF induced by chronic pressure overload compared to sham pigs (Figure 7). Study has shown that myofilament phosphorylation is essential for normal diastolic function in HFpEF hearts (22), and in the end stages of HF, aged dogs with HFpEF display lower levels of myofilament phosphorylation than healthy dogs (23). This suggested impaired diastolic function in the heart, and indicated that cardiomyocyte hypertrophy, apoptosis, and fibrosis contribute to cardiac remodeling in HFpEF.

**Figure 7:**
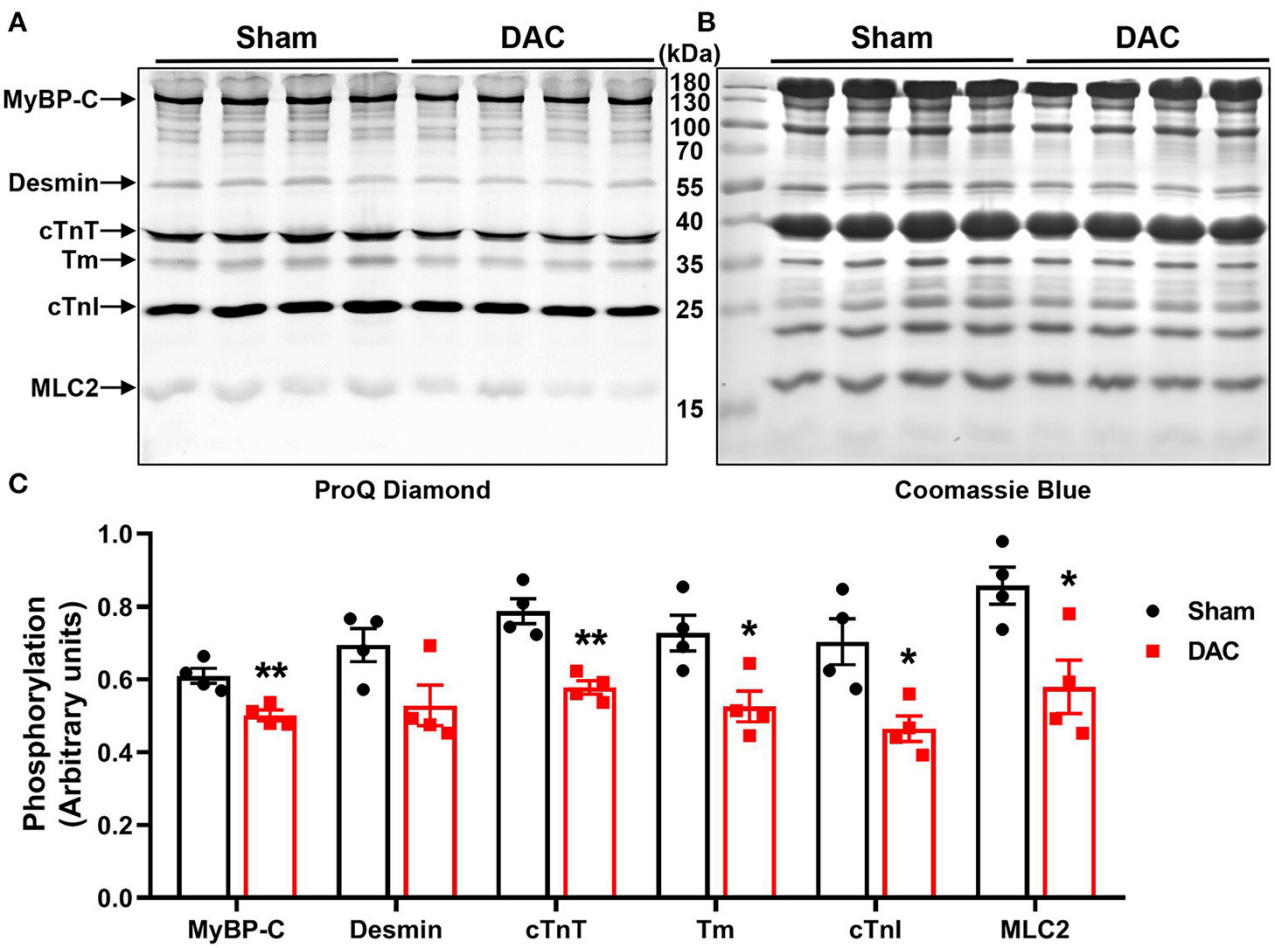
Phosphorylation of contractile proteins. Phosphorylation levels of MyBP-C, desmin, cTnT, tropomyosin (Tm), cTnI, and MLC2 were significantly suppressed **(A,C)** in minipigs with HFpEF induced by chronic pressure overload. **(A)** Pro-Q phosphorylation staining image, each band represents an individual animal. *n* = 4 minipigs per group. *P < 0.05, **P < 0.01 vs. the sham group.

### Activation of Fibrotic and Inflammatory Pathways in Chronic Pressure Overload-Induced HFpEF

Both pathological examination and GSEA suggested that inflammatory responses were critical events in the impairment of heart cells. Secretion of cytokines upon mechanical overload is known to trigger the activation of fibroblasts. Therefore, we investigated inflammatory signaling pathways and found that DAC elevated the levels of p-IκBα, p-NFκB, IL6, and IL-1β in the minipig myocardium (Figures 8A,B). These results suggested that activation of fibrotic signaling pathways promotes the differentiation of myofibroblasts in hearts with chronic pressure overload.

**Figure 8:**
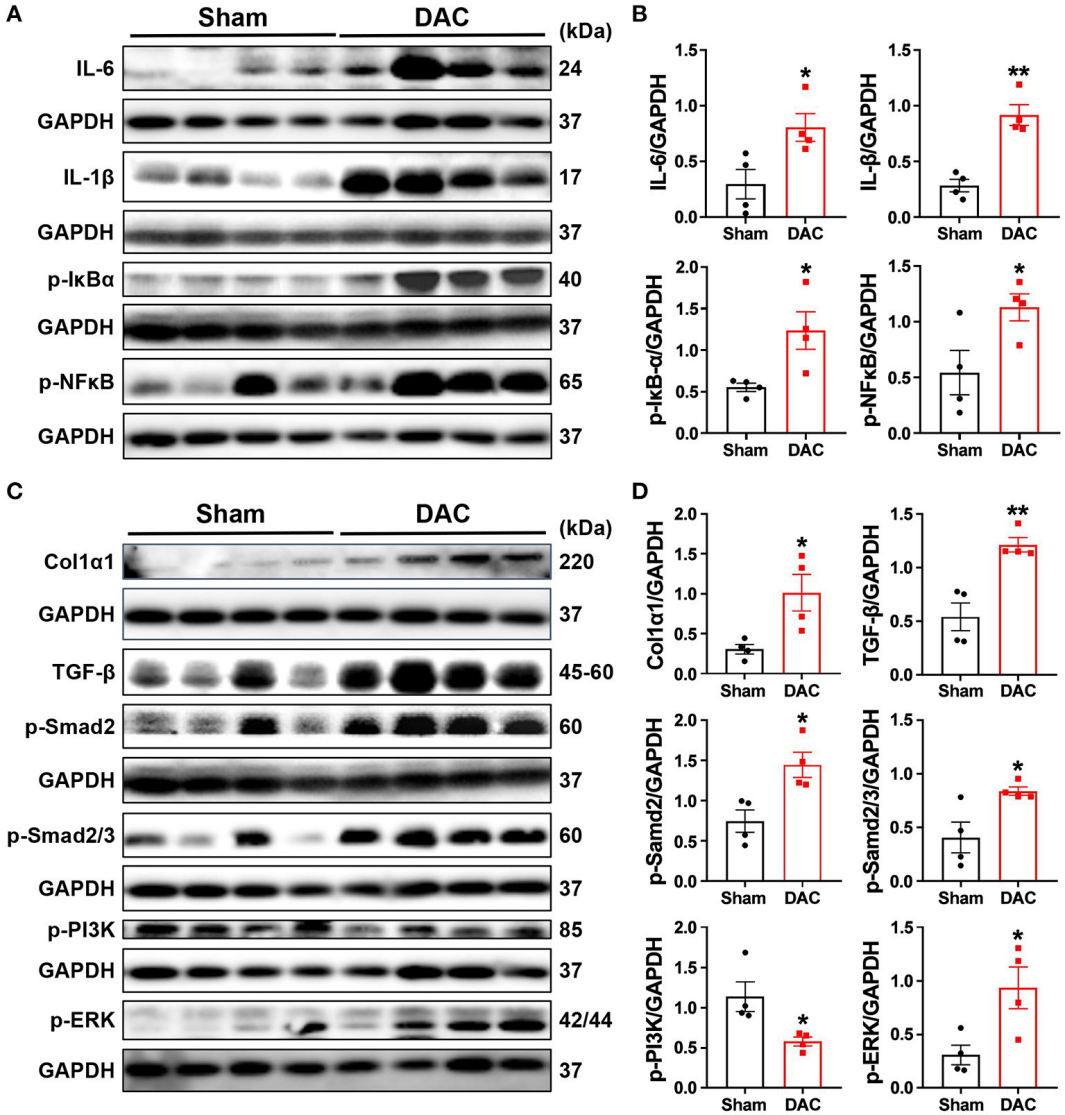
Activation of the inflammatory and fibrotic pathways. This study demonstrates that myocardial fibrosis is associated with activation of inflammatory pathways as the evident elevation of p-IκBα, p-NFκB, IL-6, and IL-1β in the DAC myocardium **(A,B)** and significant increases in the levels of fibroblast-secreted TGF-β1, the downstream effectors p-Smad2 and p-Smad2/3, and p-PI3K and p-ERK linking to cellular proliferation following DAC **(C,D)**. *n* = 4 minipigs per group. Each band represent an individual animal. All data are presented as the means ± SEMs. *P < 0.05, **P < 0.01 vs. the sham group.

Next, we investigated whether fibrosis-associated molecular signals were activated in HFpEF. Importantly, we observed significant increases in the levels of fibroblast-secreted TGF-β, its downstream effectors p-SMAD2 and p-SMAD2/3, and proteins associated with cellular proliferation, including p-PI3K and p-ERK, following DAC (Figures 8C,D). Additionally, transcriptional sequencing analysis showed increases in MMP2 and TIMP1 levels in HFpEF hearts compared with sham hearts, accompanied by increases in collagen I protein expression (Figures 8C,D). These findings explain the fibrosis observed in the myocardium of HFpEF.

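MMP2 (ENSSSCG00000002829, chromosome 6 from 30058594 to 30086982) was at 25.8 ± 2.24 FPKM (SD, n = 3) in the sham group and 31.6 ± 4.22 FPKM (SD, n = 3) in the DAC group. Its log2 fold change was 0.28 (standard error 0.13, adjusted P = 0.596 from limma), and at an unadjusted P of 0.068 it was not a DEG. MMP2 was a DEG after median scaling (unadjusted P of 0.047), after quantile normalization (unadjusted P of 0.030) and without DAC replicate 5 (unadjusted P of 0.045), and its unadjusted P was highest without DAC replicate 6 (0.21). TIMP1 (ENSSSCG00000012277, chromosome X from 42102172 to 42106297), whose annotated position overlaps SYN1 on the other strand, was at 8.37 ± 1.06 FPKM (SD, n = 3) in the sham group and 13.9 ± 2.29 FPKM (SD, n = 3) in the DAC group. Its log2 fold change was 0.66 (standard error 0.15, adjusted P = 0.441 from limma), with an unadjusted P of 0.0029. With 1 sample left out in turn, the log2 fold change of TIMP1 was between 0.54 and 0.76, and TIMP1 was a DEG each time.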

## Discussion

In this study, we successfully developed a novel HFpEF model using DAC-induced chronic pressure overload in minipigs. This model was characterized by cardiac remodeling, fibrosis, tissue damage, and impaired cellular signal transduction. Echocardiography was performed to trace the aortic and ventricular morphology and cardiac contractile function over 12 weeks, demonstrating the pattern of HFpEF disease progression. In our further investigation of the mechanisms underlying the pathological and cellular responses, the fibrotic signaling pathways in the myocardium of HFpEF were explored. Based on this, we can propose a potential regulatory mechanism underlying cardiac remodeling and functional impairment in HFpEF (Figure 9). Briefly, chronic pressure overload induces inflammatory responses, which in turn activate cytokines and intracellular NFκB signaling, resulting in tissue damage. In addition, inflammatory stimuli are also involved in fibrotic signaling. On the other hand, chronic pressure overload activates TGF-β/SMAD signaling, which together with inflammatory stimuli and PI3K/ERK activation, promotes proliferation and fibroblast differentiation. Furthermore, MMPs, TIMPs, and several other signals increase collagen production. The resultant tissue damage, fibrosis, cardiomyocyte hypertrophy, and myofilament dephosphorylation all contribute to cardiac remodeling and dysfunction. This is the first study to use DAC to model HFpEF, establishing a powerful tool for modeling this condition.

**Figure 9:**
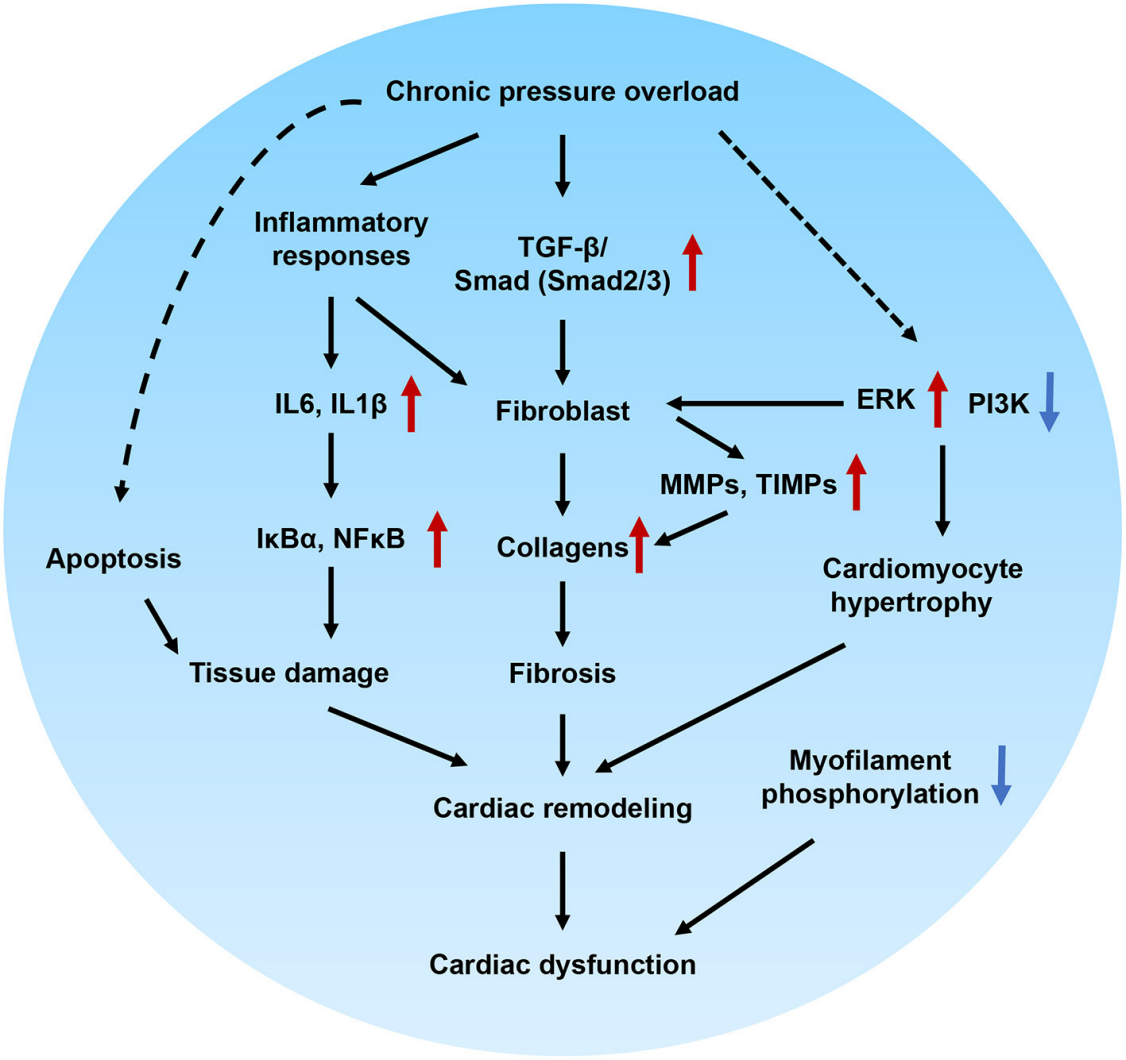
Proposed molecular mechanisms underlying cardiac remodeling and functional impairment in HFpEF. Chronic pressure overload induces inflammatory responses, which in turn activates cytokines and intracellular NFκB signaling and associated with tissue damage. In addition, inflammatory stimuli also involved in the fibrotic signaling. On the other hand, chronic pressure overload activates TGF-β/Smad signaling pathways, which together with inflammatory stimuli, PI3K/ERK signaling promote proliferation and differentiation of fibroblast. Furthermore, MMPs, TIMPs and several other signals regulates the production of collagens. The tissue damage, fibrosis, cardiomocyte hypertrophy, and myofilament dephosphorylation contribute to cardiac remodeling and diastolic dysfunction.

### Assessment of Pathological and Cellular Responses of HFpEF Model

HFpEF is a heterogeneous cardiac phenotype with many patterns of cardiac remodeling. These structural phenotypes include normal cardiac tissue, concentric remodeling, concentric hypertrophy, and eccentric hypertrophy (24). We found that constriction at the descending aorta trunk was suitable for linear studies of structural and functional changes following chronic pressure overload. During the 12-week observation period, we detected concentric hypertrophy, hypertrophy with normal LVID, and left ventricle dilation with normal interventricular septum thickness, suggesting that our model mimics the conditions in human HFpEF. In addition, the results of our pathological examination were consistent with other studies describing cardiomyocyte hypertrophy (25). Here, we conclude that echocardiography is the appropriate imaging tool to evaluate cardiac structure and function in the laboratory study of large animal HFpEF models. Furthermore, consistent with the structural findings from echocardiography, gene ontology enrichment analysis demonstrated the upregulation of several biological processes associated with cardiac remodeling, including vasculature development, positive regulation of cell migration, and extracellular structure.

Regarding the selection of constriction sites for inducing pressure overload, the aortic root, and ascending, transverse, and descending trunks have been used in small and large animal models (13, 16, 18, 26). The ascending or transverse trunks are more favorable in small animal HF models. These sites are approachable by either using a medical needle to determine the constriction degree or placing a ring of fixed size (13, 16). In large animals, the internal aortic diameters are comparable with those of humans. With the aid of a catheter and angiogram technology, researchers can deliver medical stents (26) or inflatable cuffs (18) to any fragments of the aorta to execute vessel constriction. Thus, compared with small animals, aortic constriction sites are less restricted by thoracic anatomy in large animals. However, the high cost of angiography machines has hindered the use of catheters. In this study, we adopted the thoracotomy used in small animals, but applied the incision on the left chest. This strategy avoids sternum damage while clearly exposing the aortic descending trunk. More importantly, this large animal HFpEF model can be generated without the need for expensive instrument. Besides the descending aorta, banding at the ascending aorta was performed by two independent groups (27–29). In these cases, the third intercostal space was widened to locate the ascending aortic trunk (27).

Several methods have been used to develop HFpEF pig models. Deoxycorticosterone acetate (DOCA) combined with a Western diet was used to induce hypertension and hyperlipidemia in Landrace pigs for 12 weeks (22), and it was later shown that DOCA alone can induce the development of early stage HFpEF in pigs (30). A combination of a Western diet and pressure overload has been used to study HFpEF in rodent models, and this approach was recently introduced in a pig model (31). Compared with these methods, our model has the advantage of introducing chronic pressure overload as a condition of hypertension, one of the most common chronic diseases related to HFpEF.

Metabolic KEGG pathway analysis showed that the DEGs between healthy and HFpEF myocardia were involved in citrate cycle suppression, glycolysis, amino acid biosynthesis, and pyruvate metabolism, suggesting that metabolic changes are crucial in HFpEF. Our findings are consistent with a study in a murine HFpEF model of metabolic disorder, in which researchers found that β-hydroxybutyrate was an effective treatment, as it targets the acetyl-CoA pool and mitochondrial acetylation (32). Furthermore, a clinical study including 46 patients with new-onset HFpEF and 75 patients with new-onset HFrEF revealed 11 plasma metabolites that differed between the two groups, and proposed that the hearts of patients with HFpEF tended to show increased rates of fibrosis, oxidative stress, and inflammation compared with those of patients with HFrEF (33). Together, these results suggested that metabolic pathways could be effective targets for HFpEF therapy.

### Cardiac Fibrosis Is a Key Response to Chronic Pressure Overload-Induced HFpEF

Fibrosis is a cellular response to harmful stimuli such as mechanical stress, and is mainly caused by the excessive deposition of extracellular matrix proteins. The key signal transduction pathways regulating the development of fibrous connective tissues include TGF-β signaling and growth-promoting PI3K signaling pathways. In the current study, we found that the TGF-β expression level was upregulated by chronic pressure overload, as were the phosphorylation levels of SMAD2 and SMAD3. However, we did not identify the distinct roles of each cellular signaling protein in the development of HF in this study. In pressure overload, deletion of the genes encoding TGF-β receptor and SMAD3 reduces the fibrotic response; additionally, deletion of the TGF-β receptor reduces the hypertrophic response, whereas deletion of *SMAD2/3* reduces cellular expansion (34). In future studies, identifying the different roles of these proteins will help to explain how hearts respond to biomechanical stress. In response to stimulation with TGF-β, cardiac fibroblasts switch to a myofibroblast phenotype expressing α-SMA, which is increased in pressure overload hearts displaying fibrosis (35). Consistent with their findings, we observed elevated gene expression of myofibroblast-derived α-SMA and protein expression of collagen I in the myocardium of HFpEF animals. Moreover, we found downregulated PI3K and upregulated ERK in the fibrotic myocardium. It has been known that PI3K and ERK signaling pathways are involved in the regulation of fibrosis. For example, suppression of α-SMA expression in cardiac fibroblasts is dependent upon PI3K signaling (36), and the suppression of cardiac fibrosis by chemical compounds (such as gentisic acid) occurs through the ERK signaling pathway (37). However, the regulatory mechanisms by which pathways affect the progression of HFpEF needs further investigation.

Enzymes such as MMP2, MMP9, and their inhibitors are known to regulate extracellular matrix turnover and induce cardiac fibrosis. Bergman et al. reported that MMP2 transgenics exhibit significant increases in interstitial and perivascular collagen in the heart, accompanied by marked ventricular remodeling (38). Moreover, deletion of *MMP2* or *TIMP1* minimizes fibrosis in pressure-overloaded mouse hearts (39). Notably, elevation of serum TIMP1 levels in the hypertensive heart is associated with left ventricular diastolic dysfunction and correlated with the elevation of other fibrotic markers, including plasma procollagen type I carboxy-terminal pro-peptide and the carboxy-terminal telopeptide of collagen type I (40). Similarly, in this study, we found that the expression levels of MMP2 and its inhibitor TIMP2, and MMP9 and its inhibitor TIMP1 were upregulated in the myocardium of HFpEF. These findings suggested that the porcine HFpEF model is an effective tool for studying the extracellular matrix turnover-dependent fibrotic mechanisms underlying this disease. However, we did not measure the protein expression levels of these enzymes and their inhibitors. Further studies are needed to elucidate the mechanisms underlying HFpEF.

Regarding the expression of MMP inhibitors, clinical studies have demonstrated that elevated TIMP1 is associated with fibrosis and cardiac remodeling in patients with hypertension; in contrast, in mechanistic studies in animal models, the inhibition of TIMP1 or TIMP2 effectively suppresses cardiac fibrosis and remodeling (39, 41). These differences may be due to analysis of samples from different stages (i.e., the compensatory and decompensatory stages) of cardiac remodeling. Importantly, in end-stage cardiomyopathy, higher levels of TIMP1 and TIMP2 are associated with cardiac fibrosis (42). However, further studies are needed to investigate the regulation of MMPs and their inhibitors.

### The Impairment of Diastolic Function in HFpEF

Although HFpEF has discrete pathophysiologic phenotypes, diastolic dysfunction is among its key features. Consistent with observations in clinical and experimental studies (43, 44), several key changes indicating diastolic dysfunction exist in our HFpEF model. These include changes in the E: A ratio, left atrial size, and serum cTnI, CK, and LDH levels. However, the mechanisms underlying diastolic dysfunction in the development of HFpEF are still unclear. Fibrosis and inflammation can have marked effects on diastolic function. In addition to profibrotic signaling triggered by TGF-β, inflammatory cytokines also promote myofibroblast differentiation (45). Clinical research has shown that the inflammatory biomarkers IL6 and tumor necrosis factor α are strongly associated with HFpEF in older adults (46) and in HFpEF animals (25). Furthermore, treatment with anti-chemoattractant protein inhibits macrophage accumulation and fibroblast proliferation, and is associated with improved remodeling and diastolic dysfunction (47). Here, we have shown that IL6, IL-1β, NFκB, and IκBα are significantly upregulated in the fibrotic myocardium of minipigs with diastolic dysfunction. Gene ontology enrichment analysis also demonstrated effects on the regulation of cytokine production. Together with our other findings, we conclude that cardiomyocyte hypertrophy, inflammatory responses, and apoptosis synergistically determine cardiac diastolic dysfunction in this porcine HFpEF model.

Furthermore, the phosphorylation of myofilament proteins is essential for normal diastolic function. In a previous study, Rosas et al. reported that MyBP-C phosphorylation benefits relaxation, whereas decreased phosphorylation of this myofilament protein disrupts diastolic function, a characteristic of HFpEF (48). In this study, we found that the phosphorylation levels of myofilament proteins were significantly lower in the hearts of HFpEF animals than in sham hearts, consistent with a study in a canine HFpEF model showing reduced phosphorylation of MyBP-C, TnT, TnI, and MLC2 (23). Hamdani et al. (23) further found that the phosphorylation levels of several titin sites were decreased, accompanied by corresponding changes in the expression levels of protein kinases and phosphatases. Our previous study revealed that myofilament phosphorylation is sensitive to all cardiac stresses (19, 21). However, myofilament phosphorylation is quite dynamic during cardiac stress. Further examination of the relationship between myofilament phosphorylation and cardiac diastolic dysfunction is required.

In conclusion, we have successfully developed a minipig HFpEF model characterized by cardiac fibrosis and remodeling. Our findings support the use of this porcine model of hypertension-induced HFpEF as a powerful tool to elucidate the mechanisms of this disease and translate preclinical findings.

## Limitations

Although this HFpEF model has multiple advantages, there are still some unsolved questions that require further investigation. For example, the molecular changes associated with this model were not fully investigated. Notably, stimulation with angiotensin II promotes cardiac fibroblast and collagen production (49). Exploring this signaling mechanism may help elucidate the pathogenesis of HFpEF in our pig model. Furthermore, consistency in the surgical procedure across laboratories may make generalization challenging. Additionally, our model only used one type of minipig. Because many laboratory pig strains have been used in different studies, it may be necessary to optimize the degree of constriction when using other strains to generate the model. Finally, Melleby et al. (17) have shown that a constriction ring induces HFpEF phenotypes, whereas a smaller ring leads to HFrEF. Despite these limitations, our study has established an effective model for basic or translational medical research and has uncovered crucial changes that provide mechanistic insights into HFpEF.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE167643.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of the Guangdong Laboratory Animals Monitoring Institute (approval no. IACUC2017009).

## Author Contributions

FY, WT, and XianL designed and initiated the project. SZ, WT, XianL, XiaoL, FY, HS, XZ, JW, and HC were responsible for the laboratory experiments, data analysis, and/or animal care. WP, YZ, and PB provided critical comments during experiment design and manuscript preparation. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[1] MaggioniAPDahlströmUFilippatosGChioncelOCrespo LeiroMDrozdzJ. EURObservational Research Programme: regional differences and 1-year follow-up results of the heart failure pilot survey (ESC-HF Pilot). Eur J Heart Fail. (2013) 15:808–17. 10.1093/eurjhf/hft05023537547

[2] ViraniSSAlonsoABenjaminEJBittencourtMSCallawayCWCarsonAP. Heart disease and stroke statistics-2020 update: a report from the American Heart Association. Circulation. (2020) 141:e139–e596. 10.1161/CIR.000000000000075731992061

[3] MaLYChenWWGaoRLLiuLSZhuMLWangYJ. China cardiovascular diseases report 2018: an updated summary. J Geriatr Cardiol. (2020) 17:1–8. 10.11909/j.issn.1671-5411.2020.01.00132133031PMC7008101

[4] PonikowskiPVoorsAAAnkerSDBuenoHClelandJGFCoatsAJS. 2016 ESC Guidelines for the diagnosis treatment of acute chronic heart failure: the task force for the diagnosis treatment of acute chronic heart failure of the European Society of Cardiology (ESC) developed with the special contribution of the Heart Failure Association (HFA) of the ESC. Eur Heart J. (2016) 37:2129–200. 10.1093/eurheartj/ehw12827206819

[5] YancyCWJessupMBozkurtBButlerJCaseyDEJrDraznerMH. 2013 ACCF/AHA guideline for the management of heart failure: a report of the American College of Cardiology Foundation/American Heart Association Task Force on practice guidelines. Circulation. (2013) 128:e240–327. 10.1161/CIR.0b013e31829e877623741058

[6] TsutsuiHIsobeMItoHItoHOkumuraKOnoM. JCS 2017/JHFS 2017 guideline on diagnosis and treatment of acute and chronic heart failure- digest version. Circ J. (2019) 83:2084–184. 10.1253/circj.CJ-19-034231511439

[7] PfefferMAShahAMBorlaugBA. Heart failure with preserved ejection fraction in perspective. Circ Res. (2019) 124:1598–617. 10.1161/CIRCRESAHA.119.31357231120821PMC6534165

[8] TrompJTengTHTayWTHungCLNarasimhanCShimizuW. Heart failure with preserved ejection fraction in Asia. Eur J Heart Fail. (2019) 21:23–36. 10.1002/ejhf.122730113120

[9] CuijpersISimmondsSJVan BilsenMCzarnowskaEGonzález MiqueoAHeymansS. Microvascular and lymphatic dysfunction in HFpEF and its associated comorbidities. Basic Res Cardiol. (2020) 115:39. 10.1007/s00395-020-0798-y32451732PMC7248044

[10] MishraSKassDA. Cellular and molecular pathobiology of heart failure with preserved ejection fraction. Nat Rev Cardiol. (2021). 10.1038/s41569-021-00516-5. [Epub ahead of print].33432192PMC8574228

[11] DixonJASpinaleFG. Large animal models of heart failure: a critical link in the translation of basic science to clinical practice. Circ Heart Fail. (2009) 2:262–71. 10.1161/CIRCHEARTFAILURE.108.81445919808348PMC2762217

[12] RiehleCBauersachsJ. Small animal models of heart failure. Cardiovasc Res. (2019) 115:1838–49. 10.1093/cvr/cvz16131243437PMC6803815

[13] SchunkertHDzauVJTangSSHirschATApsteinCSLorellBH. Increased rat cardiac angiotensin converting enzyme activity and mRNA expression in pressure overload left ventricular hypertrophy. Effects on coronary resistance, contractility, and relaxation. J Clin Invest. (1990) 86:1913–20. 10.1172/JCI1149242174912PMC329826

[14] RockmanHARossRSHarrisANKnowltonKUSteinhelperMEFieldLJ. Segregation of atrial-specific and inducible expression of an atrial natriuretic factor transgene in an *in vivo* murine model of cardiac hypertrophy. Proc Natl Acad Sci U.S.A. (1991) 88:8277–81. 10.1073/pnas.88.18.82771832775PMC52490

[15] WeinbergEOSchoenFJGeorgeDKagayaYDouglasPSLitwinSE. Angiotensin-converting enzyme inhibition prolongs survival and modifies the transition to heart failure in rats with pressure overload hypertrophy due to ascending aortic stenosis. Circulation. (1994) 90:1410–22. 10.1161/01.CIR.90.3.14108087951

[16] LitwinSEKatzSEWeinbergEOLorellBHAurigemmaGPDouglasPS. Serial echocardiographic-Doppler assessment of left ventricular geometry and function in rats with pressure-overload hypertrophy. Chronic angiotensin-converting enzyme inhibition attenuates the transition to heart failure. Circulation. (1995) 91:2642–54. 10.1161/01.CIR.91.10.26427743628

[17] MellebyAORomaineAAronsenJMVerasIZhangLSjaastadI. A novel method for high precision aortic constriction that allows for generation of specific cardiac phenotypes in mice. Cardiovasc Res. (2018) 114:1680–90. 10.1093/cvr/cvy14129878127

[18] CharlesCJLeePLiRRYeungTIbraham MazlanSMTayZW. A porcine model of heart failure with preserved ejection fraction: magnetic resonance imaging and metabolic energetics. ESC Heart Fail. (2020) 7:92–102. 10.1002/ehf2.1253631851785PMC7083424

[19] LiXZhengSTanWChenHLiXWuJ. Slit2 protects hearts against ischemia-reperfusion injury by inhibiting inflammatory responses and maintaining myofilament contractile properties. Front Physiol. (2020) 11:228. 10.3389/fphys.2020.0022832292352PMC7135862

[20] YangFHPyleWG. Reduced cardiac CapZ protein protects hearts against acute ischemia-reperfusion injury and enhances preconditioning. J Mol Cell Cardiol. (2012) 52:761–72. 10.1016/j.yjmcc.2011.11.01322155006

[21] ZhengSTanWLiXLiBGongBPyleWG. Aged monkeys fed a high-fat/high-sugar diet recapitulate metabolic disorders and cardiac contractile dysfunction. J Cardiovasc Transl Res. (2021). 10.1007/s12265-021-10105-z. [Epub ahead of print].33591467

[22] SchwarzlMHamdaniNSeilerSAlognaAManningerMReillyS. A porcine model of hypertensive cardiomyopathy: implications for heart failure with preserved ejection fraction. Am J Physiol Heart Circ Physiol. (2015) 309:H1407–18. 10.1152/ajpheart.00542.201526342070

[23] HamdaniNBishuKGVonFrieling-Salewsky MRedfieldMMLinkeWA. Deranged myofilament phosphorylation and function in experimental heart failure with preserved ejection fraction. Cardiovasc Res. (2013) 97:464–71. 10.1093/cvr/cvs35323213108

[24] ShahAMPfefferMA. The many faces of heart failure with preserved ejection fraction. Nat Rev Cardiol. (2012) 9:555–6. 10.1038/nrcardio.2012.12322945329

[25] GlezevaNBaughJA. Role of inflammation in the pathogenesis of heart failure with preserved ejection fraction and its potential as a therapeutic target. Heart Fail Rev. (2014) 19:681–94. 10.1007/s10741-013-9405-824005868

[26] GyöngyösiMPavoNLukovicDZlabingerKSpannbauerATraxlerD. Porcine model of progressive cardiac hypertrophy and fibrosis with secondary postcapillary pulmonary hypertension. J Transl Med. (2017) 15:202. 10.1186/s12967-017-1299-028985746PMC5639584

[27] BikouOMiyashitaSIshikawaK. Pig model of increased cardiac afterload induced by ascending aortic banding. Methods Mol Biol. (2018) 1816:337–42. 10.1007/978-1-4939-8597-5_2629987832

[28] HiemstraJAVetetoABLambertMDOlverTDFergusonBSMcdonaldKS. Chronic low-intensity exercise attenuates cardiomyocyte contractile dysfunction and impaired adrenergic responsiveness in aortic-banded mini-swine. J Appl Physiol. (1985) 124:1034–44. 10.1152/japplphysiol.00840.201729357490PMC5972453

[29] OlverTDEdwardsJCFergusonBSHiemstraJAThornePKHillMA. Chronic interval exercise training prevents BK(Ca) channel-mediated coronary vascular dysfunction in aortic-banded miniswine. J Appl Physiol. (2018) 125:86–96.2959601610.1152/japplphysiol.01138.2017PMC6086974

[30] ReiterUReiterGManningerMAdelsmayrGSchipkeJAlognaA. Early-stage heart failure with preserved ejection fraction in the pig: a cardiovascular magnetic resonance study. J Cardiovasc Magn Reson. (2016) 18:63. 10.1186/s12968-016-0283-927688028PMC5043627

[31] SilvaKSLearyEVOlverTDDomeierTLPadillaJRectorRS. Tissue-specific small heat shock protein 20 activation is not associated with traditional autophagy markers in Ossabaw swine with cardiometabolic heart failure. Am J Physiol Heart Circ Physiol. (2020) 319:H1036–43. 10.1152/ajpheart.00580.202032946285PMC7789972

[32] DengYXieMLiQXuXOuWZhangY. Targeting mitochondria-inflammation circuit by β-hydroxybutyrate mitigates HFpEF. Circ Res. (2021) 128:232–45. 10.1161/CIRCRESAHA.120.31793333176578

[33] HageCLöfgrenLMichopoulosFNilssonRDavidssonPKumarC. Metabolomic profile in HFpEF vs HFrEF patients. J Card Fail. (2020) 26:1050–9. 10.1016/j.cardfail.2020.07.01032750486

[34] KhalilHKanisicakOPrasadVCorrellRNFuXSchipsT. Fibroblast-specific TGF-β-Smad2/3 signaling underlies cardiac fibrosis. J Clin Invest. (2017) 127:3770–83. 10.1172/JCI9475328891814PMC5617658

[35] LeslieKOTaatjesDJSchwarzJVonturkovichMLowRB. Cardiac myofibroblasts express alpha smooth muscle actin during right ventricular pressure overload in the rabbit. Am J Pathol. (1991) 139:207–16.1853934PMC1886148

[36] PhosriSArieyawongABunrukchaiKParichatikanondWNishimuraANishidaM. Stimulation of adenosine A(2B) receptor inhibits endothelin-1-induced cardiac fibroblast proliferation and α-smooth muscle actin synthesis through the cAMP/Epac/PI3K/Akt-signaling pathway. Front Pharmacol. (2017) 8:428. 10.3389/fphar.2017.0042828713274PMC5492828

[37] SunSKeeHJJinLRyuYChoiSYKimGR. Gentisic acid attenuates pressure overload-induced cardiac hypertrophy and fibrosis in mice through inhibition of the ERK1/2 pathway. J Cell Mol Med. (2018) 22:5964–77. 10.1111/jcmm.1386930256522PMC6237595

[38] BergmanMRTeerlinkJRMahimkarRLiLZhuBQNguyenA. Cardiac matrix metalloproteinase-2 expression independently induces marked ventricular remodeling and systolic dysfunction. Am J Physiol Heart Circ Physiol. (2007) 292:H1847–60. 10.1152/ajpheart.00434.200617158653

[39] HeymansSLupuFTerclaversSVanwetswinkelBHerbertJMBakerA. Loss or inhibition of uPA or MMP-9 attenuates LV remodeling and dysfunction after acute pressure overload in mice. Am J Pathol. (2005) 166:15–25. 10.1016/S0002-9440(10)62228-615631996PMC1602291

[40] LindsayMMMaxwellPDunnFG. TIMP-1: a marker of left ventricular diastolic dysfunction and fibrosis in hypertension. Hypertension. (2002) 40:136–41. 10.1161/01.HYP.0000024573.17293.2312154103

[41] KandalamVBasuRMooreLFanDWangXJaworskiDM. Lack of tissue inhibitor of metalloproteinases 2 leads to exacerbated left ventricular dysfunction and adverse extracellular matrix remodeling in response to biomechanical stress. Circulation. (2011) 124:2094–105. 10.1161/CIRCULATIONAHA.111.03033821986284

[42] PolyakovaVLoefflerIHeinSMiyagawaSPiotrowskaIDammerS. Fibrosis in endstage human heart failure: severe changes in collagen metabolism and MMP/TIMP profiles. Int J Cardiol. (2011) 151:18–433. 10.1016/j.ijcard.2010.04.05320546954

[43] BorlaugBA. The pathophysiology of heart failure with preserved ejection fraction. Nat Rev Cardiol. (2014) 11:507–15. 10.1038/nrcardio.2014.8324958077

[44] ObokataMReddyYNVBorlaugBA. Diastolic dysfunction and heart failure with preserved ejection fraction: understanding mechanisms by using noninvasive methods. JACC Cardiovasc Imaging. (2020) 13:245–57. 10.1016/j.jcmg.2018.12.03431202759PMC6899218

[45] BacmeisterLSchwarzlMWarnkeSStoffersBBlankenbergSWestermannD. Inflammation and fibrosis in murine models of heart failure. Basic Res Cardiol. (2019) 114:19. 10.1007/s00395-019-0722-530887214

[46] KalogeropoulosAGeorgiopoulouVPsatyBMRodondiNSmithALHarrisonDG. Inflammatory markers and incident heart failure risk in older adults: the health ABC (health, aging, and body composition) study. J Am Coll Cardiol. (2010) 55:2129–37. 10.1016/j.jacc.2009.12.04520447537PMC3267799

[47] KuwaharaFKaiHTokudaKTakeyaMTakeshitaAEgashiraK. Hypertensive myocardial fibrosis and diastolic dysfunction: another model of inflammation? Hypertension. (2004) 43:739–45. 10.1161/01.HYP.0000118584.33350.7d14967845

[48] RosasPCLiuYAbdallaMIThomasCMKidwellDTDusioGF. Phosphorylation of cardiac Myosin-binding protein-C is a critical mediator of diastolic function. Circ Heart Fail. (2015) 8:582–94. 10.1161/CIRCHEARTFAILURE.114.00155025740839PMC4447128

[49] SadoshimaJIzumoS. Molecular characterization of angiotensin II–induced hypertrophy of cardiac myocytes and hyperplasia of cardiac fibroblasts. Critical role of the AT1 receptor subtype. Circ Res. (1993) 73:413–23. 10.1161/01.RES.73.3.4138348686

# Supplementary material for: A Porcine Model of Heart Failure With Preserved Ejection Fraction Induced by Chronic Pressure Overload Characterized by Cardiac Fibrosis and Remodeling
**Source:** Front Cardiovasc Med. 2021 Jun 2;8:677727. doi: 10.3389/fcvm.2021.677727

Col1a1  $\Rightarrow$

GAPDH  $\Rightarrow$

p-ERK  $\Rightarrow$

GAPDH  $\Rightarrow$

p-P13K  $\Rightarrow$

GAPDH  $\Rightarrow$

IL-6  $\Rightarrow$

(GAPDH 同 p-P13K GAPDH)

p-NFkB  $\Rightarrow$

GAPDH  $\Rightarrow$

p-Smad2/3  $\Rightarrow$

GAPDH  $\Rightarrow$

p-Smad2/3 }  $\Rightarrow$   
TGF- $\beta$  }

GAPDH 同 p-IkBd GAPDH

p-IkBd }  $\Rightarrow$   
GAPDH }

IL-1 $\beta$  }  $\Rightarrow$   
GAPDH }

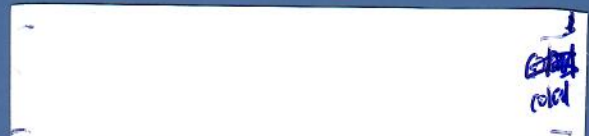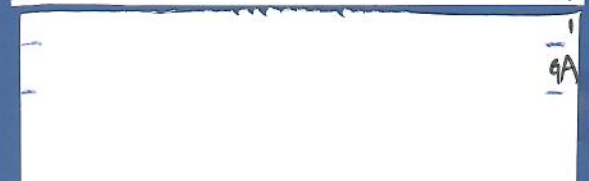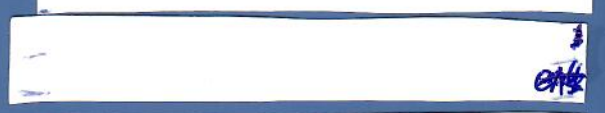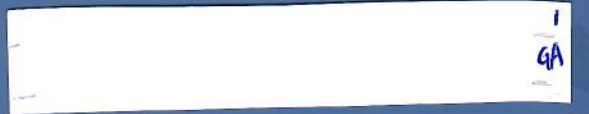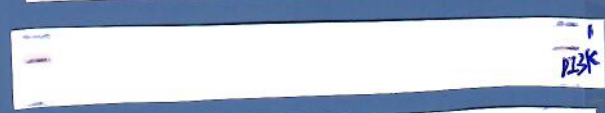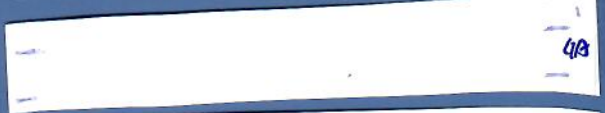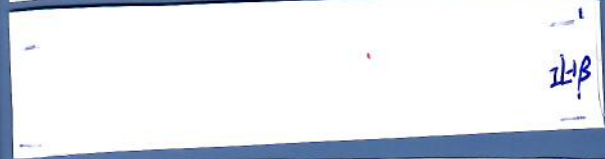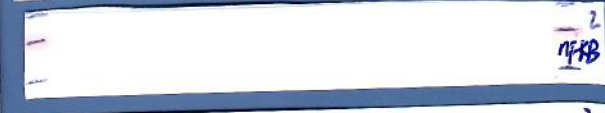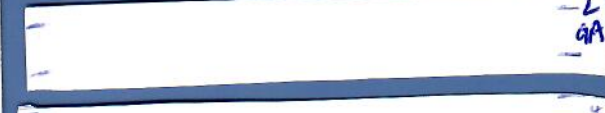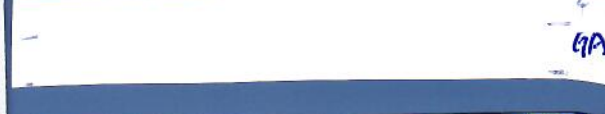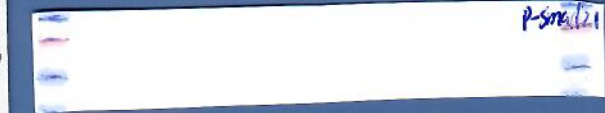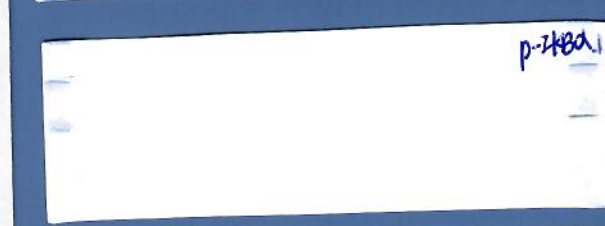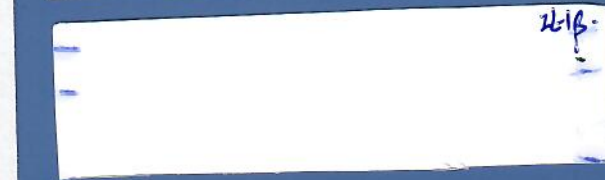

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

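The data are the authors' deposited table of FPKM for ventricular myocardium of 3 sham minipigs and 3 DAC minipigs, collected at week 12. Each column holds 1 minipig, and no samples were pooled or left out. The table's header names the unit, and the sums of the columns differ, so no further scaling of the samples by the authors is seen. The libraries were made with a NEBNext Ultra kit and sequenced as paired ends on an Illumina HiSeq platform. The paper's text names neither the aligner, the quantification program and its handling of reads shared between genes, nor the genome build. Each gene of the table has at least 0.500 FPKM in its highest sample, which is a filter seen in the values. Symbols came from the table, and 519 genes without one were given a symbol from a table of gene identifiers. Of 11005 identifiers found in that table, 182 had another symbol there, and the authors' symbol was kept. In 99.95% of the genes whose symbol is also in RefSeq, the position overlapped that of Sscrofa11.1. The depth is unknown, because FPKM does not give the number of reads: the most frequent log2 ratio between samples was shared by 11 genes of at least 4210 compared, so no steps of whole reads were visible. The precision of each value is therefore given by the spread between minipigs alone.

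The analysis used R 4.3.3 with limma 3.58.1, and the figures used Python 3.11.15 with matplotlib 3.10.9. The log2 of FPKM plus a pseudocount of 1 was compared between DAC and sham minipigs with limma's linear model and moderated test, with a trend of the variance over the mean. Genes with at least 1 FPKM in at least 3 of the 6 samples were tested, which left 11029. DEGs were called at an unadjusted P under 0.05 with a log2 fold change above or below 0, the thresholds of the paper, and P was adjusted over all genes tested by the Benjamini-Hochberg method. The paper's statistics section names GraphPad Prism, unpaired tests between the groups and a two-sided P. Its text does not say whether that program also compared the RNA sequencing values. No sequencing batch is named in the sample labels or in the paper's text. The exact permutation tests and the 10 splits of the 6 samples into 3 and 3 used the same values. A comparison of 3 minipigs with 3 cannot give a two-sided exact permutation P under 0.10.

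The 34 gene lists were written by hand from the names of the paper's processes and pathways and from marker genes, since no copy of the Metascape and DAVID terms was used here. They cover the fibrosis genes of Figure 5E, citrate cycle, glycolysis and gluconeogenesis, oxidative phosphorylation, mitochondrially encoded respiratory chain genes, pyruvate metabolism, tryptophan metabolism, biosynthesis of amino acids, FoxO signaling, fatty acid oxidation, response to oxidative stress, mitochondrion organization, extracellular structure organization, ECM-receptor interaction, PI3K-Akt signaling without matrix and integrin genes, vasculature development, regulation of cytokine production, MAPK cascade, RNA splicing, protein exit from the endoplasmic reticulum, positive regulation of programmed cell death, negative regulation of translation, positive regulation of cell migration, heart failure markers, the genes measured by RT-qPCR, the genes of the proteins measured, and markers of cardiomyocytes, fibroblasts, endothelial cells, smooth muscle cells, leukocytes, eosinophils, red blood cells and adipocytes. Each list was tested for the upregulated and for the downregulated DEGs by a one-sided Fisher's exact test against all genes tested, with adjustment over the 68 tests. A further 5 lists (cytosolic ribosomal proteins, 2 of glucocorticoid-induced genes and 2 of clock genes) were chosen after seeing the data and are used in the closing section alone.

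The genes named in the text are those the paper measured, the 5 upregulated and the 5 downregulated genes with a symbol and the largest log2 fold change, and up to 5 members of each list with the smallest P in the direction the paper gives. The rule takes the largest changes among genes with an adjusted P under 0.05 whose groups do not overlap, or, where fewer than 5 pass, among DEGs whose groups do not overlap, which was the case here. The lists, the filter, the tests, the rule and the alternatives were set before the data were examined, except where the text says otherwise.

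The alternatives were no filter, a minimum of 5 FPKM, median scaling, quantile normalization, a pseudocount of 0.1, the variance of each gene estimated on its own on log2 values or on FPKM, sample weights, each sample left out in turn, and for the lists the tests camera and fry of limma and DEGs at P under 0.01. One more was added after seeing the data: the mitochondrially encoded genes were left out and the rest rescaled to the same sum in each sample. The steps were tested on simulated data with 11029 genes, of which 200 were given a log2 change of 1. The moderated test called 196 of the 200 at an unadjusted P under 0.05 and 5.35% of the unchanged genes, and called 134 genes at an adjusted P under 0.05, of which 4 were unchanged. With the variance of each gene on its own it called 180 of the 200, and with 1 sample left out 188. Both simulated lists with changed genes were recovered, and 0 of 80 tests of random lists had an adjusted P under 0.05. The simulated values had no correlation between genes, and their change of 1 is larger than that of most DEGs here. The simulation therefore does not give the error rate or the power of the list tests on the real data.

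Echocardiography, serum tests, histology, RT-qPCR and protein measurements were not analysed here, and neither were terms of the paper for which no list was written (maintenance of location, regulation of G-protein-coupled receptor signaling, oxidation-reduction process, carbon metabolism and metabolic pathways). NPPA, TIMP2 and IL1B were not analysed here, and the result of 1 further gene is not reported here.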

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

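The test of scaling in this part was chosen after the result was seen. Among DEGs whose groups do not overlap, 9 of the 10 genes with the largest changes are not discussed in the paper. STC1 (chromosome 14) had the largest fall, from 17.6 ± 6.83 FPKM (SD, n = 3) in the sham group to 2.44 ± 2.11 FPKM (SD, n = 3) in the DAC group, a log2 fold change of -2.53. The other falls were -1.78 for INHBB, -1.71 for HJV, -1.62 for SIK1 and -1.59 for SMIM5. The rises were 1.62 for GAL3ST1, 1.47 for NR4A3, 1.42 for RCAN1 and 1.19 for IRX5. The 3 DAC samples lay on one side of the 3 sham samples for each gene, which holds for 10% of genes by chance, and these genes were picked as the largest of 11029. Their adjusted P was between 0.335 and 0.508 from limma with Benjamini-Hochberg adjustment, so no single one of them passed the correction for the number of genes.

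Scaling between the samples argues against itself as the source of these changes: median scaling and quantile normalization shifted the log2 fold changes by at most 0.0571, and the smallest of the changes is 1.19. With 1 sample left out in turn, each of the 9 genes kept its direction and an unadjusted P under 0.05. With the variance of each gene estimated on its own on log2 values, GAL3ST1 (unadjusted P of 0.063) and HJV (unadjusted P of 0.065) no longer passed, and RCAN1 (unadjusted P of 0.078) did not pass on FPKM without logs. GAL3ST1 was at 0.289 and 0.304 FPKM in sham replicates 2 and 3 and at 3.67 FPKM in sham replicate 1, and RCAN1 was at 18.9 FPKM in DAC replicate 5 against 58.8 and 45.0 FPKM in DAC replicates 4 and 6, so their size rests on few samples. The position of GAL3ST1 overlaps PES1 on the same strand and that of SMIM5 overlaps RECQL5 on the other strand, and reads shared between these genes were not tested. An effect of DAC stays open, and so does any other difference between the minipigs at collection, since only 1 of the 10 splits of the 6 samples gave as many DEGs (939, against at most 823 in the others) and 10 splits cannot give a share under 0.1. Neither was tested for these genes alone.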

How the results depend on the processing

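The number of DEGs was between 579 and 1057 over the alternatives with all 6 samples and between 600 and 1029 with 1 sample left out. It was 907 with mitochondrially encoded genes left out, an alternative chosen after seeing the data. Quantile normalization kept 767 of the 939 DEGs, and a pseudocount of 0.1 kept 923. The variance of each gene on its own kept 602 on log2 values and 592 on FPKM, and a minimum of 5 FPKM kept 569. With a minimum of 5 FPKM, 6271 genes were tested, of which 165 were upregulated and 414 downregulated DEGs. Downregulated DEGs numbered from 359 to 674 across the 6 fits that each left out 1 sample, the lowest without sham replicate 1 and the highest without DAC replicate 6. Genes at an adjusted P under 0.05 numbered from 0 to 1 across those fits, with 1 gene without sham replicate 3 and 1 without DAC replicate 6, and 0 under every other alternative, beside 939 DEGs at an unadjusted P under 0.05. Of the named genes, 82 had an unadjusted P under 0.05, and from 47 (without sham replicate 1) to 73 with 1 sample left out. The 10 fibrosis genes kept their direction under the alternatives run for them, with 6 to 10 at an unadjusted P under 0.05. A minimum of 5 FPKM was not among these.

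Gene lists at an adjusted P under 0.05 numbered 3. They numbered 7 with no filter, 5 after median scaling, 5 with the variance of each gene on its own, 6 with mitochondrially encoded genes left out, 11 under camera with the preset correlation, 0 under camera with the estimated correlation, 1 under fry, and from 6 to 11 with 1 sample left out. Apart from the tests camera and fry, the lists of fibrosis genes, extracellular structure organization and fibroblast markers stayed under 0.05 in all of these. The cause of the other calls was not tested.

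Genes near 0 changed direction. After quantile normalization, the log2 fold change was 0.012 for ACTB, -0.025 for TNNT2 and -0.16 for MYL2. With sample weights, it was 0.0044 for ACTB and -0.0091 for NFKB1. With 1 sample left out, it ranged from -0.18 to 0.17 for ACTB, -0.040 to 0.068 for NFKB1, -0.095 to 0.21 for TNNT2, -0.033 to 0.10 for TPM1, -0.029 to 0.14 for TNNI3, -0.0074 to 0.13 for MYL2, -0.0073 to 0.21 for FHL1 and -0.099 to 0.72 for XIRP2. None of these genes was a DEG in all 6 samples, and XIRP2 alone was one under an alternative, without sham replicate 3 (unadjusted P of 0.00483).

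The median log2 fold change of 6 lists changed sign under some alternatives. Their adjusted P follows for these, and as a range with 1 sample left out, which includes fits without a change of sign. FoxO signaling had 0.473 after quantile normalization and 0.292 without mitochondrially encoded genes, and from 0.0491 (without DAC replicate 4, where the sign did not change) to 1 with 1 sample left out. It was 0.0645 without DAC replicate 5, where the sign changed. PI3K-Akt signaling had 1 after median scaling, 0.767 after quantile normalization and 1 without mitochondrially encoded genes. Vasculature development had 0.796 with no filter, 0.607 after quantile normalization and 0.880 without mitochondrially encoded genes, and from 0.00144 (without DAC replicate 5) to 1. The MAPK cascade had 1 after median scaling, 0.918 after quantile normalization and 1 without mitochondrially encoded genes, and from 0.637 to 1. Leukocyte markers had 0.918 and 0.985 after quantile normalization and without mitochondrially encoded genes, and from 0.369 (without DAC replicate 6, where the sign did not change) to 1. Heart failure markers had 0.733 and 0.705 under the same alternatives, and from 0.0924 (without sham replicate 3, where the sign did not change) to 0.717.

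No paired analysis was possible because the table's columns carry no numbers that pair a sham with a DAC minipig. The depth of the samples is unknown, so it could not be used to limit a value. With 3 minipigs per group, the exact permutation P of a single gene cannot fall under 0.10.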

Differences from the paper's values

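The numbers of upregulated and downregulated DEGs, 358 and 581, are each within a factor of 1.5 of the paper's reported values, 405 and 543. Upregulated DEGs were outside that factor with a minimum of 5 FPKM (165), without sham replicate 1 (241) and without sham replicate 3 (244). Downregulated DEGs were outside it without sham replicate 1 (359).

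The paper names MMP2 and integrin subunit alpha V among 10 fibrosis genes identified by cluster analysis and states that sequencing showed an increase in MMP2, without giving a P for either gene. Both had a higher mean in the DAC group here, but with an unadjusted P of 0.068 for MMP2 and 0.072 for ITGAV they were not DEGs. MMP2 was a DEG after median scaling (unadjusted P of 0.047), after quantile normalization (0.030) and without DAC replicate 5 (0.045). ITGAV was a DEG after quantile normalization (0.046), with the variance of each gene estimated on its own on log2 values (0.024) or on FPKM (0.025), and without DAC replicate 4 (0.046). With mitochondrially encoded genes left out, an alternative chosen after seeing the values, all 10 genes of Figure 5E were DEGs.

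The paper states that the PI3K/Akt and ECM-receptor pathways are upregulated. At an adjusted P under 0.05 neither list was over-represented among the upregulated DEGs here (adjusted P of 1 and 0.170). No alternative called the PI3K/Akt list, which holds no matrix or integrin genes. The ECM-receptor list was called with no filter (0.00901), under camera with the preset correlation (0.0109), and without sham replicate 1 (0.0386), sham replicate 3 (0.00179), DAC replicate 4 (0.0319) or DAC replicate 5 (0.00220).

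Of the upregulated processes in the paper, regulation of cytokine production and positive regulation of cell migration had an adjusted P of 0.0533 here. Cytokine production was called with no filter (0.0114), after median scaling (0.0425), without sham replicate 1 (0.00482), sham replicate 3 (0.0355) or DAC replicate 5 (0.0111), and with mitochondrially encoded genes left out (0.0267), chosen after seeing the values. Cell migration was called with no filter (0.00356), after median scaling (0.0367), after quantile normalization (0.00225), with DEGs at P under 0.01 (0.00362), under camera with the preset correlation (0.0109), without sham replicate 1 (0.00323), sham replicate 3 (0.0498), DAC replicate 4 (0.00673), DAC replicate 5 (0.00145) or DAC replicate 6 (0.0273), and with mitochondrially encoded genes left out (0.0136), chosen after seeing the values. Vasculature development (adjusted P of 1) was called without DAC replicate 5 (0.00144). RNA splicing (adjusted P of 1) was called without DAC replicate 6 (0.0110) and under camera with the preset correlation (0.00460). The MAPK cascade (adjusted P of 1) and negative regulation of translation (adjusted P of 0.594) were called by no alternative.

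None of the lists for the paper's downregulated processes and pathways had an adjusted P under 0.05 here. The citrate cycle (0.270) was called with the variance of each gene on its own (0.000337), without DAC replicate 5 (0.0372) and under camera with the preset correlation (0.000668). Glycolysis and gluconeogenesis (0.270) was called without DAC replicate 5 (0.0382). Oxidative phosphorylation (0.237) was called with the variance of each gene on its own (0.0304) and under camera with the preset correlation (5.01e-06). Biosynthesis of amino acids (0.0533) was called with no filter (0.00901), without sham replicate 2 (0.00155) or DAC replicate 5 (0.000115), and under camera with the preset correlation (0.000232). Tryptophan metabolism (0.365) was called without sham replicate 2 (0.0438), FoxO signaling (0.365) without DAC replicate 4 (0.0491), and protein exit from the endoplasmic reticulum (0.523) under camera with the preset correlation (0.0245). Pyruvate metabolism (0.921), response to oxidative stress (0.658), mitochondrion organization (0.594), positive regulation of programmed cell death (0.422) and fatty acid oxidation (0.594), a part of the paper's lipid term, were called by no alternative. The lists were written by hand and are not the terms the paper tested.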

Other observations

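All tests of explanations in this part were chosen after the result was seen, except the counts of splits for the gene lists, the fibrosis genes and the genes whose groups do not overlap.

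The 6 samples can be split into 3 and 3 in 10 ways, so the real split is at best 1 of 10 and a share under 0.05 cannot be reached. For the number of DEGs, 1 of the 10 splits, the real one, gave as many as 939, and the next gave 823. For the number of gene lists at an adjusted P under 0.05, 1 of the 10 splits gave as many as 3, and the next gave 2. One of the 3 is the list of Figure 5E, which the study picked on the real split, and without it the real split gave 2 lists, as did 2 other splits. The 2 lists of the real split, extracellular structure organization and fibroblast markers, also hold genes of Figure 5E. Leaving out the list of Figure 5E therefore does not fully remove the study's choice. For the fibrosis genes, 1 of the 10 splits gave as many as 8 at an unadjusted P under 0.05, and the next gave 1, with the same limit. For genes whose groups do not overlap, 1 of the 10 splits gave as many as 1646, and the next gave 1530. For genes at an adjusted P under 0.05, 10 of the 10 splits gave at least the real split's 0 (with 939 at an unadjusted P under 0.05), and the others gave up to 4.

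Transcripts of the genes the paper measured by RT-qPCR or as proteins were also in the table. NPPB, which encodes BNP, was at 34.3 ± 16.2 FPKM (SD, n = 3) in the sham group and 93.5 ± 13.0 FPKM (SD, n = 3) in the DAC group. Its log2 fold change was 1.55 (standard error 0.38, adjusted P = 0.482 from limma), all DAC samples lay above all sham samples, and with 1 sample left out in turn the log2 fold change was between 1.07 and 1.79. ACTA2, which encodes α-SMA, had a log2 fold change of 0.19 (unadjusted P of 0.35). MMP9 and IL6 were under the filter. MMP9 was at 0.590 FPKM in DAC replicate 5 and at most 0.026 FPKM in DAC replicates 4 and 6, so its mean in the DAC group rests on 1 minipig. The 3 RT-qPCR genes tested in the list were NPPB, ACTA2 and ACTB, the last being the paper's reference gene. Of these, NPPB alone was an upregulated DEG (adjusted P = 0.422, one-sided Fisher's exact test). The 18 tested genes of the measured proteins include GAPDH and proteins that the paper measured only in phosphorylated form. Of the 18, COL1A1 alone was an upregulated DEG (adjusted P = 0.952, same test). TGFB1 had a log2 fold change of 0.04, SMAD2 of 0.14, SMAD3 of 0.18, PIK3R1 of -0.20, PIK3CA of 0.16, MAPK3 of -0.24, RELA of -0.18, NFKB1 of 0.01 and NFKBIA of -0.50. Of these, SMAD3 (unadjusted P of 0.026) and NFKBIA (unadjusted P of 0.00073) were DEGs without DAC replicate 5, and NFKBIA with sample weights (0.038). DES had a log2 fold change of 0.20, a DEG without DAC replicate 6 (unadjusted P of 0.042), MYBPC3 of -0.09, GAPDH of -0.16, a DEG after quantile normalization (log2 fold change of -0.32, unadjusted P of 0.0129), and ACTB, TNNT2, TPM1, TNNI3 and MYL2 were between -0.03 and 0.08. The values are of transcripts and say nothing about phosphorylation. Heart failure and hypertrophy markers had 1 upregulated DEG among 7 tested genes (adjusted P = 0.594).

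The markers of fibroblasts were higher in the DAC group, with a median log2 fold change of 0.30 over 16 genes. A lower share of cardiomyocyte RNA would raise the markers of all other cells alike, and the values argue against this as the whole of the rise. In each minipig, the median of the fibroblast markers was compared with that of 49 markers of endothelial cells, smooth muscle cells and leukocytes. The difference was 0.24 ± 0.048 (SD, n = 3) in the DAC group and -0.17 ± 0.099 (SD, n = 3) in the sham group, in log2 centred on all 6 samples. The groups were 0.413 apart, several times the SD within them, and did not overlap (exact permutation P of 0.10). The endothelial markers had a median of -0.18 (-0.35 without DAC replicate 6 and -0.055 without DAC replicate 5) and 4 downregulated DEGs among 18 (adjusted P = 0.110, one-sided Fisher's exact test), and were called without sham replicate 1 (0.000258), without DAC replicate 6 (0.0359) and with mitochondrially encoded genes left out (0.0409). Another 2 of the 18 were upregulated DEGs against 0.584 expected (adjusted P = 0.448, same test). Smooth muscle markers had a median of 0.10 (0.019 without sham replicate 1) and 1 upregulated DEG among 13 (adjusted P = 0.791). Leukocyte markers had a median of -0.029 and 1 downregulated DEG among 18 (adjusted P = 1). The median changed sign after quantile normalization and with mitochondrially encoded genes left out. It also did so without sham replicate 1, sham replicate 3 or DAC replicate 4 (between -0.13 and 0.096 with 1 sample left out). Cardiomyocyte markers had a median of -0.079 and 2 downregulated DEGs among 18 (adjusted P = 0.594), and adipocyte markers had 1 downregulated DEG among 5 (adjusted P = 0.594). Against the sham group, the median of the cardiomyocyte markers was -0.14, -0.089 and -0.046 in DAC replicates 4, 5 and 6. It was between -0.0035 and 0.028 in the sham minipigs, so a lower share of cardiomyocyte RNA as a part of the rise stays open. For eosinophils and red blood cells, 1 marker each was tested and 0 were DEGs. More fibroblasts, or more matrix transcripts per fibroblast, stay open: the 5 fibroblast markers outside the matrix list had a median log2 fold change of 0.099 and 0 upregulated DEGs.

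The nuclear genes of oxidative phosphorylation were lower in the DAC group and the mitochondrially encoded genes higher. A larger share of mitochondrially encoded transcripts would lower all other FPKM alike. With these genes left out and the rest rescaled, the median log2 fold change of the nuclear genes was -0.14 against -0.18. Leaving them out thus removed only a part of the fall in this median, which has no spread between minipigs. Whether the nuclear genes fell further than all genes stays open. The median of the nuclear genes minus that of all genes was -0.062 ± 0.134 (SD, n = 3) in the DAC group and 0.078 ± 0.043 (SD, n = 3) in the sham group. The groups did not overlap (exact permutation P of 0.10), but the difference of -0.140 is about as large as the SD of the DAC group, since the value was -0.22 in DAC replicate 4 and 0.012 and 0.019 in DAC replicates 5 and 6. A loss of short transcripts stays open too. The median of the nuclear genes minus that of 54 cytosolic ribosomal protein genes, whose transcripts are also short, was -0.098 ± 0.115 (SD, n = 3) in the DAC group and 0.11 ± 0.081 (SD, n = 3) in the sham group. These groups did not overlap either (exact permutation P of 0.10), but the difference of -0.206 is not far beyond the SDs. Against the sham group, the ribosomal genes fell in DAC replicate 4 (median -0.13), where the nuclear genes fell most (median -0.31), and rose in DAC replicate 5 (median 0.23) and DAC replicate 6 (median 0.058). The median log2 fold change of the nuclear genes was -0.086 without DAC replicate 4 against -0.18 in all samples, and the median of the mitochondrially encoded genes was 0.10 without DAC replicate 5 against 0.26, so each depends on a single minipig for much of its size. No other technical explanation was tested, and an effect of DAC on the heart's metabolism stays open beside these.

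Several genes with large falls are known to be induced by glucocorticoids, which may point to a weaker glucocorticoid signal in the DAC group at collection. Of 17 such genes picked while the table was being read, 7 were downregulated DEGs, but a count over picked genes is not evidence. Of 26 tested glucocorticoid-induced genes whose values had not been looked at, 4 were downregulated DEGs against 1.37 expected (one-sided Fisher's exact test, P = 0.0453), and 2 were upregulated DEGs against 0.844 expected (P = 0.206), the direction opposite to a weaker signal. Their median log2 fold change of -0.080 lay at the percentile 10.1 of random lists, so the test does not decide the question. A different time of day at collection is another candidate explanation: 6 clock genes of the BMAL1 phase had a median log2 fold change of -0.07 and 9 of the opposite phase had 0.28, a difference with an exact two-sided permutation P of 0.0835 over genes, which are not independent. Against the sham group, the BMAL1 phase median ran from -0.22 to 0.24 in the sham minipigs and from -0.25 to 0.14 in the DAC minipigs. That of the opposite phase ran from -0.30 to 0.36 and from 0.092 to 0.61, so the groups overlapped in both. The time of collection and the hormone levels are not known for these minipigs, so these explanations cannot be told apart from each other or from an effect of DAC.

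The paper's upregulated PI3K/Akt pathway may rest on its matrix and integrin members. The members outside ECM-receptor interaction had 0.868 times the expected number of upregulated DEGs, while the ECM-receptor list had 3.08 times, though at an adjusted P of 0.170. The genes behind the paper's own term were not used here.

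The models of MYH7 and MYH6 and the names of VWF and ANO2 conflict between the table and the reference annotation, and no value is given for these genes.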
